# HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression

**DOI:** 10.1038/s41598-022-10518-z

**Published:** 2022-04-22

**Authors:** Matt J. Barter, Andrew Butcher, Hui Wang, Dimitra Tsompani, Martin Galler, Ellen L. Rumsby, Kirsty L. Culley, Ian M. Clark, David A. Young

**Keywords:** Osteoarthritis, Epigenetics, Acetylation, Gene regulation

## Abstract

Elevated pro-inflammatory signalling coupled with catabolic metalloproteinase expression is a common feature of arthritis, leading to cartilage damage, deterioration of the joint architecture and the associated pain and immobility. Countering these processes, histone deacetylase inhibitors (HDACi) have been shown to suppress matrix metalloproteinase (MMP) expression, block cytokine-induced signalling and reduce the cartilage degradation in animal models of the arthritis. In order to establish which specific HDACs account for these chondro-protective effects an HDAC1-11 RNAi screen was performed. HDAC6 was required for both the interleukin (IL)-1 induction of MMP expression and pro-inflammatory interleukin expression in chondrocytes, implicating an effect on NF-κB signalling. Depletion of HDAC6 post-transcriptionally up-regulated inhibitor of κB (IκB), prevented the nuclear translocation of NF-κB subunits and down-regulated NF-κB reporter activation. The pharmacological inhibition of HDAC6 reduced MMP expression in chondrocytes and cartilage collagen release. This work highlights the important role of HDAC6 in pro-inflammatory signalling and metalloproteinase gene expression, and identifies a part for HDAC6 in the NF-κB signalling pathway. By confirming the protection of cartilage this work supports the inhibition of HDAC6 as a possible therapeutic strategy in arthritis.

## Introduction

Cartilage destruction is the predominant characteristic of the arthritides leading to significant joint debilitation^1^. Hyaline cartilage lines the ends of the long bones in articulating joints to provide strength against compressive forces. Chondrocytes constitute the sole cartilage cell type and are responsible for synthesis of all the cartilage ECM macromolecules which provide the tensile strength and water absorptive properties^2,3^. Cartilage damage is largely caused by the action of metalloproteinases, derived from both chondrocytes and synovial cells in rheumatoid arthritis (RA), and predominantly chondrocytes in osteoarthritis (OA). In particular, the matrix metalloproteinase (MMPs) are collectively capable of degrading all components of the cartilage ECM^4^.

Expression of metalloproteinases is tightly regulated during homeostasis but can become dysregulated during disease, in particular in response to proinflammatory cytokines^1^. Inflammation occurs in both the RA and OA joint with inflammatory mediators being released from both invading immune cells and resident cell types. Proinflammatory cytokines, in particular interleukin(IL)-1 and tumour necrosis factor(TNF)-α, but also other interleukin family members such as IL-17 and IL-6, are key mediators in directing the extensive destruction to the cartilage structure^2^. The transcriptional induction of *MMP* expression by these cytokines is well established. Activation of NF-κB and MAPK pathways initiates NF-κB and AP-1 transcription factor transactivation of *MMP* expression and feed-forward loop proinflammatory cytokine expression^5,6^. The NF-κB family of transcription factors includes p65/RelA, RelB, c-Rel, p50 and p52. Inhibitors of NF-κB (IκB) proteins bind to NF-κB in the cytoplasm but upon activation of IκB kinases (IKKs) by proinflammatory signals IκBs are phosphorylated and degraded freeing NF-κB to translocate into the nucleus and transactivate gene expression^7^.

We, and others, have previously implicated a role for histone deacetylation in the regulation of *MMP* expression by proinflammatory cytokines^8–10^. Histones, which constitute the protein content of chromatin, undergo post-translational modifications to regulate their interaction with DNA and control gene expression^11,12^. Acetylation of histones is regulated by the competing influence of histone acetyl transferases and histone deacetylases (HDAC). Broad spectrum HDAC inhibitors (HDACi) completely abrogate the induction of MMPs in chondrocytes thereby preventing ex vivo cartilage degradation^9^. In vivo HDACi treatment of animals undergoing experimental arthritis reduces joint damage and inflammation^8,13,14^. The broad spectrum HDACi used in these studies inhibit most HDACs, but more specific HDACi indicate a role for Class I HDACs in IL-1-induced *MMP* expression and cartilage degradation^8^. HDAC-specific HDACi continue to be developed and together with RNAi-based strategies can be used to determine the specific HDACs involved in *MMP* expression in cartilage^15,16^. The use of such inhibitors may supplement strategies for modulating *MMP* expression to prevent cartilage damage in RA and OA.

HDAC6 is a member of the Class IIb HDAC family which, in contrast to most HDACs, is predominantly localised to the cytoplasm^17^. This is consistent with its major role as a tubulin deacetylase in the control of microtubule dynamics required for cell motility^18^. HDAC6 also has a ubiquitin-binding domain which allows it to determine the fate of ubiquitinated proteins by either preventing their recognition by the ubiquitin and proteasome system (UPS) or for transport of ubiquitinated proteins to aggresomes for autophagic degradation^19^. Consistent with the nuclear role of other HDACs, HDAC6 also has roles in the nucleus regulating transcription, where it can interact with transcription factors and co-repressors, such as RUNX2, NF-κB and LCoR, to direct the repression of target genes^17^.

Recently inhibition of HDAC6 with Tubastatin A has been reported to reduce cartilage damage in experimental OA^20,21^. A role has also been proposed for HDAC6 in inflammatory gene expression and signalling, whereby HDAC6-sepecific inhibitors can reduce the levels of IL-6 in both serum and the paws of collagen-induced arthritic mice^22,23^. Herein we have performed an RNAi screen to identify which specific HDACs are required for *MMP* expression. We identify a prominent role for HDAC6 and explore the mechanism of regulation of *MMP* expression in response to proinflammatory cytokines.

## Results

### HDAC6 is required for IL-1-induced *MMP* expression

The induction of *MMP* expression in chondrocytes by pro-inflammatory cytokines such as IL-1 is well documented^1,24^. IL-1-induced expression of *MMP1* and *MMP13* in the human chondrocyte cell line SW1353 was suppressed by the addition of HDAC inhibitor TSA (Fig. 1A) as has been shown previously for a number of HDAC inhibitors^8,9^. A Zn^2+^-dependent class I, II and IV HDAC RNAi screen was performed in order to determine which HDAC family members were required for *MMP* expression (Supplementary Fig. 1). Depletion of a number of HDACs, but especially HDAC3, HDAC6 and HDAC11, reduced the induction of *MMP* expression, particularly for *MMP13* (Fig. 1B). Depletion of HDAC6 showed the greatest repression of both *MMP1* and *MMP13* mRNA levels, indicating the critical requirement for HDAC6 in IL-1-induced *MMP* expression. The effect of TSA and HDAC6 siRNA treatment on histone and tubulin acetylation was confirmed in Supplementary Fig. 1. The role of HDAC6 in *MMP* expression was further validated with an alternative HDAC6-targeting siRNA (Fig. 1C). To examine whether HDAC6 is required for the induction of *MMP* expression by other established inducers of MMPs, cells were stimulated with poly(I:C) and PMA^25,26^. HDAC6 was also required for poly(I:C)-induced *MMP* expression (Fig. 1D), mediated by toll-like receptor(TLR)-activated NF-κB signalling, however, HDAC6 was not required for PMA-induced *MMP* expression, which requires MAPK signalling (Fig. 1E).

**Figure 1:**
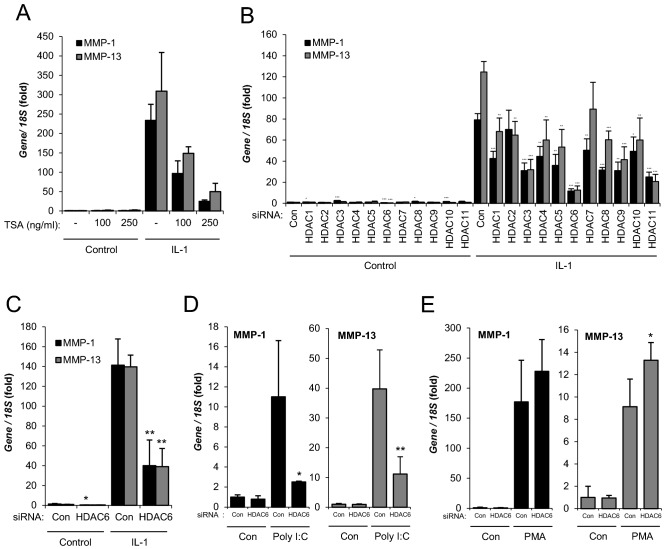
Effect of HDAC6 depletion on *MMP* gene expression in SW1353 cells. (**A**) SW1353 cells were stimulated with IL-1 for 8 h in the presence of TSA at the indicated concentrations. RNA was extracted and expression of *MMP1* and *MMP13* measured by real-time RT-PCR normalised to *18S*. (**B**) SW1353 cells were transfected with the indicated HDAC-targetting siRNAs for 24 h prior to stimulation with IL-1 for 8 h. (**C**–**E**) SW1353 cells were transfected with Dharmacon HDAC6-targetting siRNA for 24 h prior to stimulation with (**C**) IL-1, (**D**) Poly I:C or (**E**) PMA for 8 h. A was performed in duplicate and **B**–**E** were performed in quadruplicate. Data are presented as fold induction relative to the basal expression and represent mean ± S.D. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). Data are representative of a minimum of three independent experiments.

### HDAC6 regulates a subset of IL-1-induced genes in SW1353

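RNA was profiled from SW1353 cells, an established human chondrosarcoma cell line used as a model of chondrocytes, in 4 groups of 2 arrays each, namely siCon, siCon + IL-1, siHDAC6 and siHDAC6 + IL-1. The siCon cells received a non-targeting AllStars siRNA and the siHDAC6 cells a QIAGEN siRNA against HDAC6, each at 50 nM and, by the sample labels, 24 h before IL-1. The legend of Fig. 2 gives 8 h of IL-1, whereas the sample labels and the legend of Supplementary Dataset 1 give 6 h. HDAC6 mRNA, the target of the siRNA, was 6.34 ± 0.03 (normalized log2 signal, SD, n = 2) in siCon cells and 5.00 ± 0.19 in siHDAC6 cells, a log2 fold change of -1.34 (standard error 0.12, adjusted p = 0.0020). With IL-1 it was 6.54 ± 0.12 after siCon and lay below the detection limit on both siHDAC6 + IL-1 arrays, at least 3.00-fold lower (adjusted p = 6.2e-04). The authors deposited the unnormalized signal intensity and a detection p-value for each probe, and a table of log2 values made with lumi by variance-stabilising transformation and robust spline normalization. The median probe signal was 60.3 to 67.2 per array, and 14315 to 16659 probes (29.3% to 34.1%) were above background. From the unnormalized signals, background correction and quantile normalization were done with neqc of limma (offset 16). Probes detected on at least 2 of the 8 arrays were kept, those of 1 gene symbol were averaged, and 11182 genes were tested with limma's linear model and moderated variance. The size of fold changes near background depends on the processing, and HDAC6 itself has a log2 fold change of -1.69 in IL-1-stimulated cells here and of -0.53 in the authors' log2 values. The processings differ in background correction, transformation and normalization, and which of these makes the gap was not tested. The paper's methods describe the treatment as done in duplicate, and with 2 arrays per group the p-values measure only the spread between these samples.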

To discover the spectrum of chondrocyte genes regulated by HDAC6 Illumina whole genome microarrays were performed following HDAC6 RNAi in combination with IL-1 stimulation (Fig. 2A,B, Supplementary Dataset 1–2). Depletion of HDAC6 reduced the expression of ~ 21% of IL-1-induced genes (Fig. 2C). 

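CXCL10, a chemokine for T cells, was below detection in siCon cells, rose at least 419-fold with IL-1, and with siHDAC6 in IL-1-stimulated cells fell by 1.46 on the log2 scale (standard error 0.11, adjusted p = 7.0e-04, n = 2 per group). CEMIP, named KIAA1199 in Fig. 2A and known for hyaluronan breakdown, fell from 12.21 ± 0.01 (SD, n = 2) to 10.77 ± 0.07. NCOA7 fell from 10.33 ± 0.01 to 8.84 ± 0.14 and ABHD17C from 11.68 ± 0.12 to 10.37 (adjusted p = 7.9e-04 and 8.7e-04). Without IL-1 siHDAC6 also gave log2 fold changes of -0.74 for CEMIP, -0.85 for NCOA7 and -1.12 for ABHD17C. CXCL10 was detected on only 1 of the 4 unstimulated arrays. Of 854 genes over 1.5-fold higher in siCon + IL-1 than in siCon cells, 231 were over 1.5-fold lower in siHDAC6 + IL-1 than in siCon + IL-1 cells and 6 were over 1.5-fold higher. This share of 27.0% (95% exact binomial interval across genes 24.1 to 30.2%) compares with 2.26% of the 10328 other genes. The counts were 91 of 449 in the authors' log2 values and 362 of 1014 without siCon + IL-1 replicate 1. The induced genes had a median log2 fold change of -0.36 under siHDAC6 with IL-1 and of 0.02 without IL-1. Of these genes 606 were detected on all 8 arrays, and for genes at background without IL-1 a fall there cannot be seen. The siCon arrays also define the induced genes, so genes low there by scatter are favoured, which raises the median without IL-1. From these arrays the paper counts the genes induced over 1.5-fold by IL-1 and, of these, the genes repressed 1.5-fold by siHDAC6 (Fig. 2C), and states that depletion of HDAC6 reduced the expression of part of the IL-1-induced genes. The siCon + IL-1 arrays enter both folds, and siHDAC6 + IL-1 arrays simulated without any change from siCon + IL-1 gave a share of 0.675% on average (0.315% to 1.29% in 100 draws). The simulated scatter was independent between genes, so neither this range nor the binomial interval covers shifts that many genes share on 1 array. The share depends on the fold required, with 48 of 465 genes (10.3%) at 2-fold for induction and repression and 56.3% where a smaller fold is required for repression alone.

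**Figure D1:**
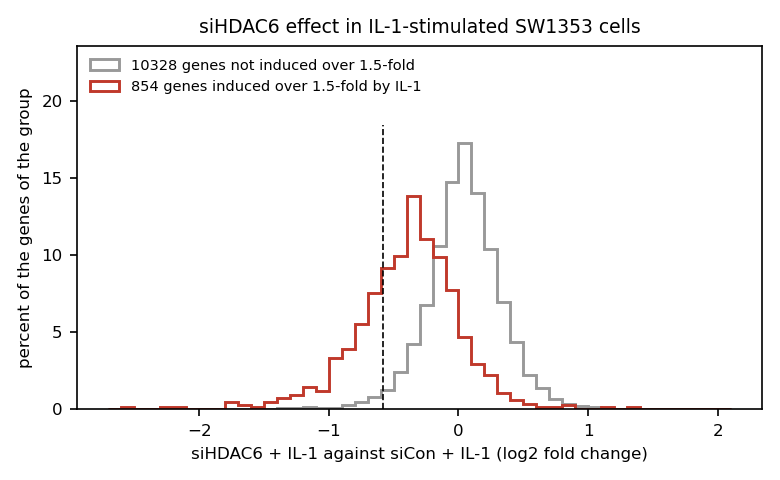
Distribution of the log2 fold change of siHDAC6 + IL-1 against siCon + IL-1 (x axis) for the 854 genes over 1.5-fold higher with IL-1 in siCon cells (red) and the 10328 other genes (grey), as the percent of the genes of each group per bin of 0.1 (y axis). The dashed line marks a 1.5-fold fall, and 27.0% of the red group and 2.26% of the grey group lie to its left.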

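The interferon-stimulated genes, which encode antiviral proteins, rose together with IL-1 in siCon cells (38 of 38 measured, adjusted p = 7.5e-54 by limma's camera test and 0.0070 with an estimated correlation). With siHDAC6 in IL-1-stimulated cells 18 of the 38 fell and 0 rose (26 lower when adjusted over the list alone), including OASL (-1.31), ISG20 (-1.14) and RSAD2 (-0.96). Of 18 chemokines 10 fell (13 adjusted over the list alone), among them CCL3L1 (-1.36) and CCL3L3 (-1.15), and of 21 cytokines 9 fell (10 lower and 1 higher adjusted over the list alone), among them IL1RN, the IL-1 receptor antagonist (-1.80), IL1B (-1.57) and IL36G (-1.27). Of 18 genes of endoplasmic reticulum stress 7 fell, including DDIT3 (-0.77), a transcription factor of this response, and HSPA5 (-0.66), the chaperone BiP. The camera test gave adjusted p = 1.9e-17, 7.0e-12, 2.4e-07 and 1.6e-04 for these 4 lists, and each had adjusted p = 0.065 with an estimated correlation. All 4 lists were written after part of Supplementary Dataset 1, which holds fold changes of these arrays, had been read. The first 3 lists also hold genes that Fig. 2A shows for these samples and are not independent evidence of their direction. Most of their members are also induced by IL-1, and of all 854 genes induced over 1.5-fold 243 were called lower. These lists can therefore pass against all other genes through induction alone. Over all 11182 genes 408 were higher and 494 lower with siHDAC6 in IL-1-stimulated cells at adjusted p < 0.05, of which 23 and 91 changed over 2-fold. The authors' log2 values gave 872 higher and 820 lower, a variance trend with robust moderation 800 and 733, and a stricter detection filter 701 and 685, so that the direction in the majority depends on the setting. With this test also required, 189 of 809 induced genes (23.4%) fell over 1.5-fold, against 1.63% of the other genes. Fits without siCon + IL-1 replicate 2, siHDAC6 + IL-1 replicate 1 or siHDAC6 + IL-1 replicate 2 called 105, 70 and 50 genes higher and 211, 172 and 130 lower, and put the share at 14.49%, 11.8% and 9.01%, while a fit without either siHDAC6 array called 269 higher. HSPA5 lost its call without any 1 of the 4 IL-1 arrays (adjusted p = 0.054 to 0.11).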

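MMP13, the collagenase that cleaves type II collagen, was below detection on all 4 unstimulated arrays and rose at least 20.2-fold with IL-1, to 9.28 ± 0.03 (normalized log2 signal, SD, n = 2) in siCon + IL-1 cells. In siHDAC6 + IL-1 cells it was 6.72 ± 0.13, a log2 fold change of -2.55 (standard error 0.11, adjusted p = 1.2e-04) or 5.87-fold less. MMP1, interstitial collagenase, rose 35.7-fold with IL-1 to 10.13 ± 0.20 and was 8.80 ± 0.18 with siHDAC6, a log2 fold change of -1.33 (standard error 0.15, adjusted p = 0.0040) or 2.52-fold less. MMP10, stromelysin 2, fell by 1.77 with siHDAC6 in IL-1-stimulated cells (adjusted p = 2.0e-04) and by 1.41 in unstimulated cells (adjusted p = 6.9e-04). MMP12, macrophage elastase, rose at least 51.7-fold with IL-1 and fell by 1.64 with siHDAC6 (adjusted p = 2.2e-04). Of 11 matrix metalloproteinases measured, 7 rose with IL-1 in siCon cells and 6 fell with siHDAC6 in IL-1-stimulated cells, with 0 higher and the same number lower when adjusted over the list alone. The remaining 2 that fell, MMP3 (-0.90) and MMP9 (-0.56), are named after their values were seen. MMP7, also named after its value was seen, had a log2 fold change of 0.26 (adjusted p = 0.18). The list as a whole was lower (adjusted p = 1.4e-06 by camera, and adjusted p = 0.070 with an estimated correlation), and since the study chose MMP1 and MMP13 on these cells and shows MMP10 and MMP12 in Fig. 2A, it is not independent evidence of its direction. In the authors' log2 values MMP13 rose by 2.58 with IL-1 and fell by 1.90 with siHDAC6.

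**Figure D2:**
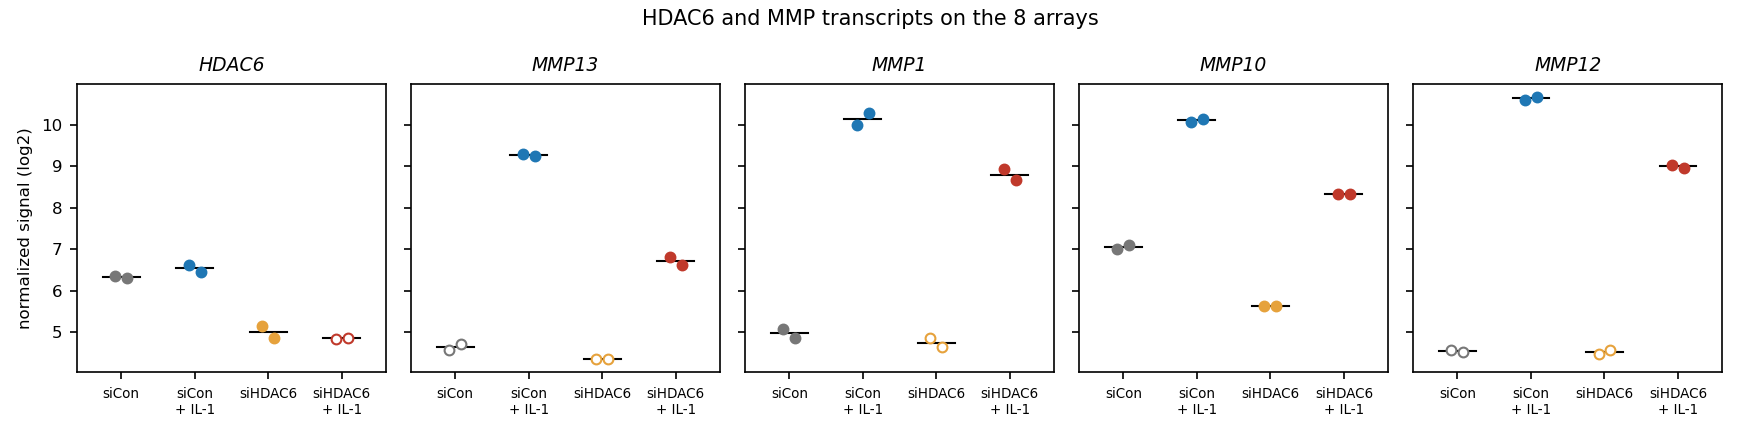
Normalized signal (log2, y axis) of HDAC6, MMP13, MMP1, MMP10 and MMP12 on the 8 arrays, by group (x axis), with 1 point per array and a line at the mean of the 2 arrays. Open points mark groups in which neither array was above background, and MMP13 lies at 9.28 in siCon + IL-1 and at 6.72 in siHDAC6 + IL-1 cells.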

*MMP13* and *MMP1* were found to be two of the genes most susceptible to experimental knockdown of HDAC6 (Fig. 2A). Specifically *MMP13* was the second most-downregulated IL-1-induced transcript following HDAC6 depletion, second only to *IL6*, another key mediator of cartilage destruction. 

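IL6, a cytokine of the acute-phase response, was below detection on all 4 unstimulated arrays and rose at least 117-fold with IL-1 in siCon cells. It was 11.80 ± 0.08 (SD, n = 2) in siCon + IL-1 and 9.67 ± 0.10 in siHDAC6 + IL-1 cells, a log2 fold change of -2.14 (standard error 0.12, adjusted p = 2.0e-04) or 4.39-fold less. Ranked by their fall among the 854 induced genes, MMP13 came first, SGSM1, a modulator of small GTPases, came at rank 2 with -2.22 (standard error 0.11, adjusted p = 1.8e-04) and IL6 at rank 3. The standard error of each is larger than the gap between SGSM1 and IL6. SGSM1 also fell in unstimulated cells, at least 2.19-fold (adjusted p = 9.0e-04), and IL6 could not be assessed there. IL1RN and MMP10 followed at ranks 4 and 5, then CA2, carbonic anhydrase 2 (-1.77), and GBP6, a guanylate-binding protein (-1.71). CA2 is named after its value was seen. MMP1 was at rank 18 and IL8 (CXCL8) at rank 205. In the authors' log2 values SGSM1 fell by 0.83, and IL6 was at rank 1, MMP13 at rank 2, MMP1 at rank 11 and IL8 at rank 68. IL6 was also first and MMP13 at rank 2 after quantile normalization without background correction.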

We also assessed the effect of TSA on whole genome expression in combination with IL-1. Treatment with TSA repressed a greater number of IL-1-induced genes, ~ 70%, than specific depletion of HDAC6 (Fig. 2D). A large proportion of the IL-1-induced genes repressed by depletion of HDAC6 are also suppressed by TSA treatment (Fig. 2E). 

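IL8 (CXCL8), a chemokine for neutrophils, rose 197-fold with IL-1 in siCon cells, from 5.52 ± 0.13 (normalized log2 signal, SD, n = 2) to 13.14, and was 12.50 ± 0.08 in siHDAC6 + IL-1 cells. This is a log2 fold change of -0.64 (standard error 0.12, adjusted p = 0.022), or 1.56-fold less, against the 4.39-fold fall of IL6. Of the 2 IL8 probes, that with the lower mean gave -0.76 (adjusted p = 0.0093) and that with the higher mean -0.52. The call for IL8 did not pass for the probe with the higher mean, whether each probe was tested on its own (adjusted p = 0.17) or that probe alone stood for each gene (0.13), with only the 4 IL-1 arrays in the fit (0.056) or without any 1 of those 4 arrays (0.064 to 0.12). Of 28 other classical NF-κB target genes, 25 rose and 1 fell with IL-1 in siCon cells, and with siHDAC6 in IL-1-stimulated cells 11 fell and 1 rose (18 and 1 adjusted over the list alone). TNFAIP6, a hyaluronan-binding protein, fell by 1.29 and CD83, a surface protein of activated cells, fell by 1.13, whereas NUAK2, a kinase, was higher by 0.90, though not without siCon + IL-1 replicate 2 or siHDAC6 + IL-1 replicate 1 (adjusted p = 0.053 and 0.069). Without IL-1 CD83 fell by 0.77 and NUAK2 was higher by 0.70 as well (limma adjusted p = 0.010 and 0.035). TNFAIP6 had a log2 fold change of -0.14 there. With siHDAC6 in IL-1-stimulated cells the list had adjusted p = 4.1e-07 by camera and adjusted p = 0.065 with an estimated correlation. Camera compares it with all other genes, whereas of all 854 genes induced over 1.5-fold 243 were called lower. A list of mostly induced genes can pass for that reason alone. Since Fig. 2A shows TNFAIP6 for these samples, the list is not independent evidence of its direction. Of 23 NF-κB subunits, inhibitors and feedback genes, 17 rose with IL-1, and with siHDAC6 NFKBIZ alone was called, with a log2 fold change of -0.47 (adjusted p = 0.027), which lost its call without any 1 of the 4 IL-1 arrays (0.054 to 0.13). That list had adjusted p = 0.013 by camera and adjusted p = 0.12 with an estimated correlation. NFKBIA, which encodes IκBα, rose by 3.01 with IL-1 after siCon and by 3.02 after siHDAC6, and had a log2 fold change of -0.24 (adjusted p = 0.25) with siHDAC6 in IL-1-stimulated cells.

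**Figure D3:**
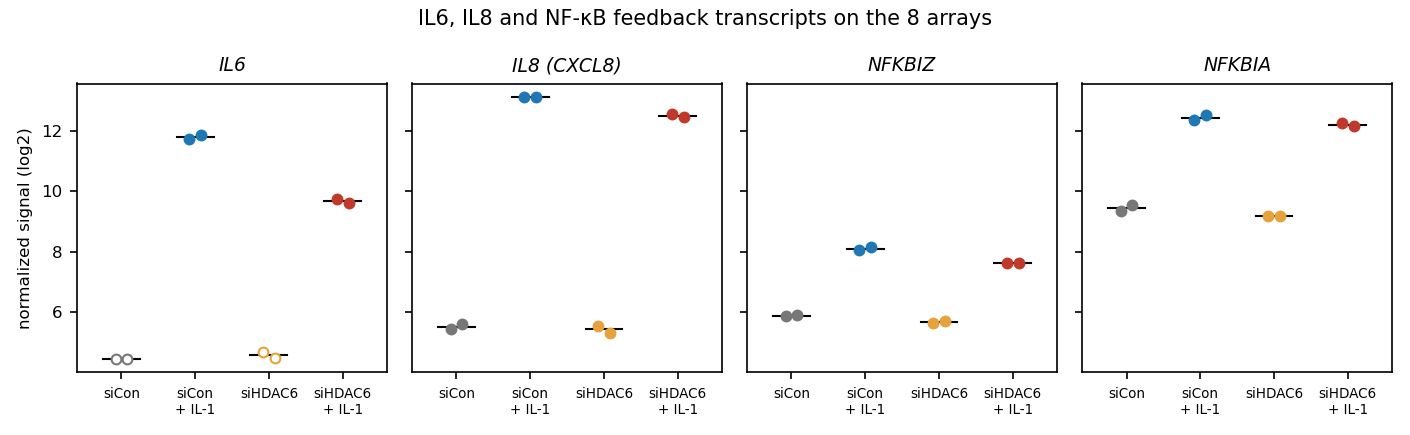
Normalized signal (log2, y axis) of IL6, IL8 (CXCL8), NFKBIZ and NFKBIA on the 8 arrays, by group (x axis), with 1 point per array and a line at the mean of the 2 arrays. Open points mark groups in which neither array was above background, and IL8 lies at 13.14 in siCon + IL-1 and 12.50 in siHDAC6 + IL-1 cells.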

Of particular note the classically NF-κB-dependent IL-1-induced genes *IL6* and *IL8*^27,28^ are significantly repressed following HDAC6 depletion (Fig. 2A). Interestingly, *IL8* was unaffected by TSA suggesting a deacetylase-independent mechanism of action for HDAC6 (Fig. 2B). Owing to the limited replicates analysed by microarray these results were recapitulated in the independent assessment of *IL6 and IL8* gene expression by real-time PCR following depletion of HDAC6 and inhibition by TSA (Fig. 2F,G).

**Figure 2:**
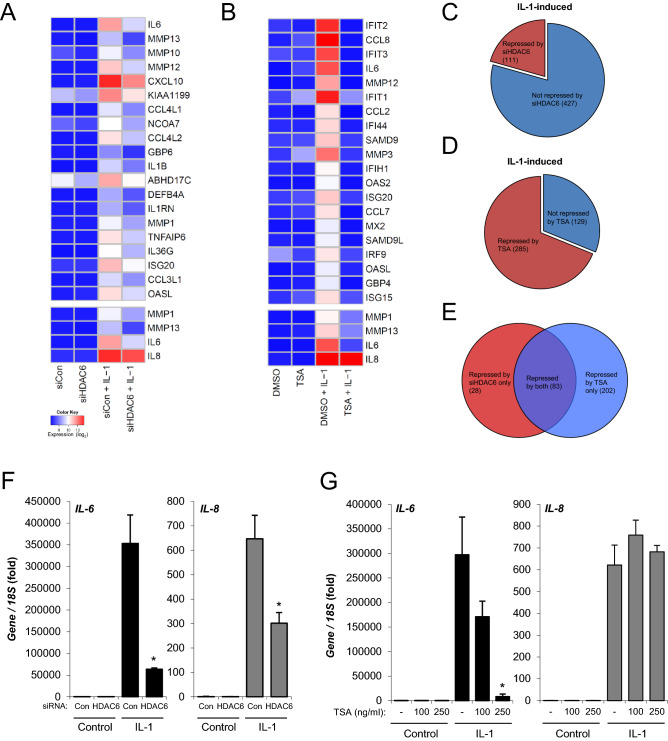
Effect of HDAC6 depletion and TSA on gene expression in SW1353 cells. SW1353 cells were stimulated with IL-1 for 8 h in the presence of HDAC6 siRNA or TSA (250 ng/ml). (**A**–**E**) RNA was extracted and gene expression profiled by whole-genome microarray. (**A**,**B**) Heatmap representation of the IL-1 induced genes most repressed by (**A**) HDAC6 depletion in duplicate or (**B**) TSA treatment in singlicate. The expression of *MMP1*, *MMP13*, *IL6* and *IL8* is provided below each heatmap for comparison. C-E. Venn diagrams representing the proportion of IL-1-induced genes (> 1.5-fold) repressed 1.5-fold by (**C**) HDAC6 depletion, (**D**) TSA treatment, or (**E**) both HDAC6 depletion and TSA. (**F,G**). SW1353 cells were stimulated with IL-1 for 8 h in the presence of (**F**) HDAC6 siRNA or (**G**) TSA at the indicated concentrations. RNA was extracted and expression of *IL6* and *IL8* measured by real-time RT-PCR. D-E were performed in triplicate. Data are presented as fold induction relative to the basal expression and represent mean ± S.D. (*p < 0.05). Data are representative of a minimum of three independent experiments.

### HDAC6 is required for NF-κB pathway activation

IL-1 receptor binding activates a cascade of signalling pathways in particular NF-κB and MAPK^29^. In addition HDAC6 may regulate Wnt signalling through enhancing β-catenin nuclear translocation^30,31^. Accordingly, the activation of intracellular signalling pathways by IL-1 was assessed following HDAC6 RNAi. HDAC6 knockdown had no effect on the activation of MAPK pathways ERK, p38 or JNK, nor WNT signalling, indicated by β-catenin degradation (Fig. 3A). However, the steady state levels of IκBα increased following HDAC6 depletion and the extent of degradation was reduced. A more detailed time-course of NF-κB pathway activation confirmed the increase in basal IκBα levels following HDAC6 knockdown (Fig. 3B). Levels of IkBα also returned to pre-stimulation levels more rapidly. IκBα is induced by NF-κB to elicit its negative feedback activity, however, the phosphorylation of p65 (p-p65) was unaffected indicating no increased activation of pathway signalling at that level. In addition, the levels of IκBα transcript (*NFKBIA*) were not regulated by HDAC6 depletion suggesting the effect of HDAC6 was post-transcriptional (Fig. 3C). A reduction in IKK phosphorylation was found, partially consistent with the timing of IκBα degradation, but not with the initial upregulation of IκBα. To determine whether decreased HDAC6 and the increased levels of IκBα were functionally impacting upon the NF-κB pathway we assessed the nuclear translocation of NF-κB subunits. After over 30 min of IL-1 stimulation, HDAC6 depletion reduced the levels of both phosphorylated p65 as a proportion of total p65 in the nucleus (Fig. 3D). In addition, the expression of an NF-κB-dependent luciferase reporter construct following IL-1 stimulation was reduced in HDAC6-depleted cells (Fig. 3E).

**Figure 3:**
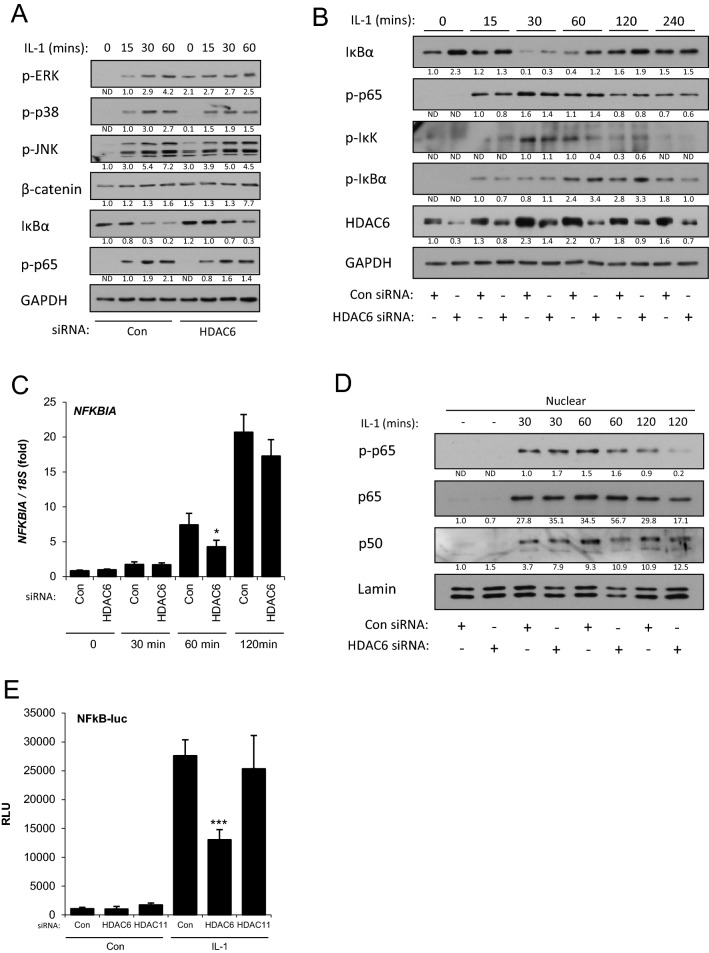
Effect of HDAC6 depletion on NF-κB pathway signalling in SW1353 cells. (**A**–**D**): SW1353 cells were stimulated with IL-1 for the indicated times following transfection with HDAC6-targetting siRNA or control non-targetting siRNA. (**A**–**B**). Total protein was extracted and the activation or abundance of the indicated (**A**) cell signalling pathway or (**B**) NF-κB pathway proteins detected by immunoblotting. HDAC6 levels were measured to confirm knockdown and GAPDH was used to confirm equal protein loading. Densitometric quantification data are shown below each blot as fold change in relation to the first detectable sample, normalised to GAPDH. (**C**) RNA was extracted and expression of NFKBIA (IkBα) measured by real-time RT-PCR. (**D**) Nuclear protein was extracted and the level of the indicated NF-κB pathway proteins detected by immunoblotting. Nuclear Lamin was used to confirm equal protein loading. Densitometric quantification data are shown below each blot as fold change in relation to the first detectable sample, normalised to Lamin (**E**). Luciferase expression in SW1353 cells stimulated with IL-1 for 24 h following transfection with HDAC6 or HDAC11-targetting siRNA or control non-targetting siRNA and an NF-κB luciferase reporter. Values are the mean ± SD, * = *P* < 0.05, *** = *P* < 0.001 versus non-targetting control. Data are representative of a minimum of three independent experiments.

### HDAC6 is essential for *MMP* and interleukin expression and NF-κB signalling in human articular chondrocytes

To confirm biological relevance the role of HDAC6 in IL-1-induced gene expression was examined in primary chondrocytes (HAC). HDAC6 was again found to be essential for maximal induction of *MMP13* expression in HAC by IL-1 stimulation, but there was no significant effect on *MMP1* levels (Fig. 4A). Furthermore, the induction of the proinflammatory cytokines *IL6* and *IL8* was also repressed by HDAC6 depletion (Fig. 4B). Accounting for these observations the levels and localisation of NF-κB signalling components was again dysregulated by depletion of HDAC6. IκBα levels were increased at the basal level following HDAC6 depletion and following IL-1 stimulation the extent of IκBα degradation was reduced (Fig. 4C). The IL-1-induced nuclear localisation of NF-κB subunits was also dependent on HDAC6 (Fig. 4D), and taken together recapitulated the role of HDAC6 in SW1353 cells. The functional impact of HDAC6 depletion on tubulin acetylation was also confirmed (Fig. 4C).

**Figure 4:**
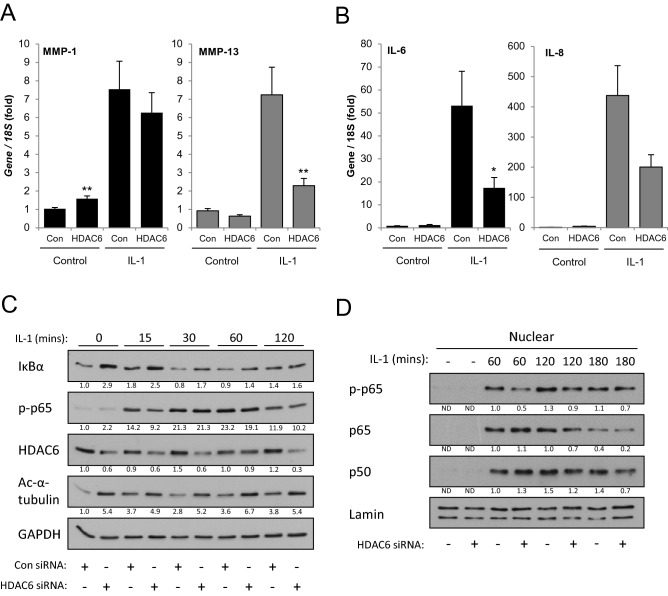
Effect of HDAC6 depletion on *MMP* gene expression and NF-κB pathway signalling in HAC. (**A**–**B**) HAC cells were transfected with Dharmacon HDAC6-targetting siRNA for 24 h prior to stimulation with IL-1 for 8 h. RNA was extracted and expression of (**A**) *MMP1* and *MMP13*, (**B**) *IL6* and *IL8* measured by real-time RT-PCR. Data are presented as fold induction relative to the basal expression and represent mean of quadruplicate samples ± S.D. (*p < 0.05, **p < 0.01, ***p < 0.001). Data are representative of a minimum of three independent experiments. (**C–D**) HAC cells were stimulated with IL-1 for the indicated times following transfection with HDAC6-targetting siRNA or control non-targetting siRNA. (**C**) Total protein was extracted and the activation or abundance of the indicated NF-κB pathway proteins detected by immunoblotting. HDAC6 levels were measured to confirm knockdown and GAPDH was used to confirm equal protein loading. (**D**) Nuclear protein was extracted and the level of the indicated NF-κB pathway proteins detected by immunoblotting. Nuclear Lamin was used to confirm equal protein loading. (**C**–**D**). Densitometric quantification data are shown below each blot as fold change in relation to the first detectable sample, normalised to (**C**) GAPDH or (**D**) Lamin. Data are representative of a minimum of three independent experiments.

### HDAC6 inhibitors repress *MMP* expression and cartilage collagen release

The above data support both deacetylase-dependent and -independent mechanisms by HDAC6. To further investigate the role of HDAC6 in IL-1-induced chondrocyte gene expression the effect of pharmacological inhibitors of HDAC6 deacetylase activity was assessed. *MMP* induction in SW1353 cells was significantly repressed by Tubacin and to a lesser extent Tubastatin A (Fig. 5A), two selective HDAC6 inhibitors. In HAC again only IL-1-induced *MMP13* expression was repressed by the HDAC6 inhibitors (Fig. 5B), in contrast with the inhibition of both *MMP1* and *MMP13* by pan-HDAC inhibitor TSA. To assess the functional impact of reduced *MMP* expression and proinflammatory signalling following HDAC6 depletion we examined the effect of HDAC6 inhibitors on the degradation of bovine nasal cartilage explants catalysed by IL-1. Treatment with HDAC6 inhibitor Tubastatin A significantly reduced the extent of collagen release after 14 days of stimulation indicating the role of HDAC6 in cartilage turnover (Fig. 5C).

**Figure 5:**
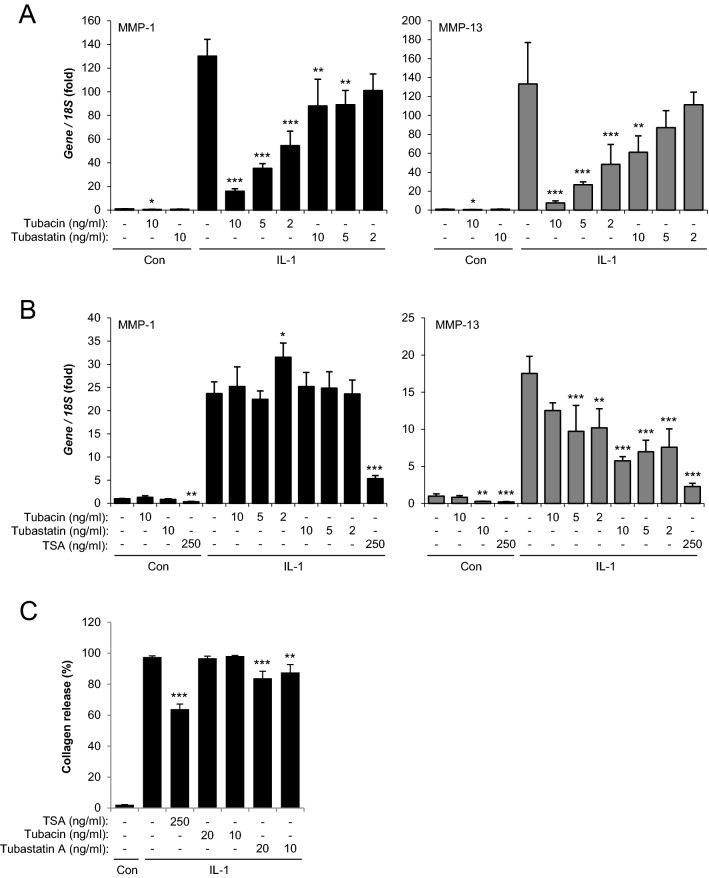
Effect of HDAC6 inhibition on *MMP* expression and cartilage degradation. A–B. (**A**) SW1353 and (**B**) HAC cells were stimulated with IL-1 for (**A**) 8 or (**B**) 24 h in the presence of HDACi at the indicated concentrations. RNA was extracted and expression of *MMP1* and *MMP13* measured by real-time RT-PCR normalised to *18S*. Data are presented as fold induction relative to the basal expression and represent mean ± S.D. (**C**) Bovine nasal cartilage was cultured in serum-free medium in the presence of either medium alone, or medium containing IL-1 and HDACi TSA, tubacin, tubasatin A or DMSO control (0.01% v/v) at the indicated concentrations for 14 days. The levels of collagen fragments released into the medium were determined by measurement of hydroxyproline after day 14 of culture and expressed as a percentage of the total (mean ± S.D). All experiments were performed in quadruplicate. Significance was analysed compared to IL-1 alone, where, *p < 0.05, **p < 0.01, ***p < 0.001. Data are representative of two independent experiments.

## Discussion

Disease progression in osteoarthritis remains a largely intractable condition where the joint damage epitomised by cartilage destruction continues to develop, resulting in significant morbidity. Experimental models of arthritis have proven amenable to treatment with a number of pharmacological agents, including HDACi. Initially HDACi, especially TSA, were demonstrated to reduce joint damage in inflammatory models of arthritis, concomitant with a reduction in synovitis grade and cytokine levels^14,32,33^. We have demonstrated that TSA also reduces joint damage in an experimental OA model involving destabilization of the medial meniscus (DMM) in mice^8^ consistent with the effect of HDACi treatment in a rabbit anterior cruciate ligament transection (ACLT) model^34^. This builds on previous studies demonstrating in vitro and ex vivo ability of HDACi to prevent cartilage resorption and inhibit pro-inflammatory cytokine-induced catabolic gene expression^9,10,35^. Consequently this positions HDACs as a possible therapeutic target in the arthritides.

TSA is a broad spectrum HDACi which selectively inhibits class I, II and IV Zn^2+^-dependent class HDACs^36^. However long-term treatment of chronic, non–life-threatening diseases such as OA with broad-spectrum HDACi is not appropriate due to their toxicity. We have now comprehensively depleted cells specifically of each HDAC to determine which may account for the ability of TSA to significantly block *MMP* expression. Consistent with our findings^8^ depletion of class I HDACs, HDAC1, 3 and 8, significantly reduced *MMP* expression. Taken together this reduction could account for a large part of the induction of *MMP* expression by IL-1, in line with the abrogation of *MMP* expression by class I selective HDACi MS-275. Considering this we were surprised to note that depletion of HDAC6 elicited the most significant reduction of IL-1-induced *MMP* expression. Remarkably the induction of *MMP13* by IL-1 was the second most dependent upon the presence of HDAC6, after *IL6*. 

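In siHDAC6 cells IL-1 raised MMP13 at least 3.32-fold and IL6 at least 25.6-fold, from unstimulated signals below detection. The fitted log2 difference of the IL-1 response between siHDAC6 and siCon cells was -2.28 for MMP13 (standard error 0.16, adjusted p = 0.0055, 2 arrays per group) and -2.27 for IL6 (standard error 0.17, adjusted p = 0.0055). IL1RN (-1.93, adjusted p = 0.0070), CXCL10 (-1.69, adjusted p = 0.013) and MMP12 (-1.61, adjusted p = 0.010) were also called. MMP1 had a difference of -1.11 (adjusted p = 0.15), which passed in the authors' log2 values (-1.21, adjusted p = 0.0015), and IL8 (CXCL8) one of -0.55 (adjusted p = 0.37), which passed there as well (-0.68, adjusted p = 0.0031). Among the genes called, CROT alone had a difference above 0 (1.53). IL-1 lowered CROT in siCon cells, so this is a weaker fall with siHDAC6. With differences below 0 counted as smaller and those above 0 as larger, 12 of the 11182 genes were smaller and 1 larger at adjusted p < 0.05. These counts were 119 and 45 in the authors' log2 values, 89 and 16 after quantile normalization without background correction, 71 and 13 with an offset of 50, and 0 and 0 without siCon replicate 2, and the other fits without 1 array gave 2 to 8 smaller. MMP13, IL6, IL1RN and MMP12 were below detection on all 4 unstimulated arrays and CXCL10 was detected on 1 of them, so the differences for these 5 genes rest on the levels reached with IL-1 and do not rank MMP13 against IL6. Without siCon replicate 2 the adjusted p was 0.051 for MMP13 and 0.071 for IL6, and IL1RN, CXCL10 and MMP12 lost their calls without 4, 7 and 7 of the 8 arrays left out in turn.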

MMP13 has been proposed as the critical collagenase in OA collagen degradation as opposed to MMP1 in RA^1^. Thus the potential to downregulate MMP13 levels effectively would offer substantial therapeutic benefit for OA.

The effect of HDAC6 depletion was reiterated following stimulation by poly I:C which, like IL-1, also initiates NF-κB signalling pathway activation^25^, whereas the PMA induction of *MMP* expression was unaffected. Phorbol esters, such as PMA, activate protein kinase C (PKC) which predominantly signals through the MAPK pathways^37^. This suggests a susceptibility in NF-κB signalling, activated via a TRAF6 intermediate by both the IL-1 receptor and TLR3, in response to IL-1 and poly I:C respectively, rather than a MAPK pathway mechanism. We also observed that HDAC6 depletion of IL-1 stimulated cells did not affect activation of MAPK signalling pathways.

TSA treatment or HDAC6 depletion identified a substantial proportion of NFκB-dependent genes whose expression was susceptible to both HDAC inhibition and HDAC6 loss. The requirement for NF-κB in the IL-1 induction of *MMP* expression in chondrocytes is well established^38–42^. In the context of in vivo experimental animal models, the inhibition of NF-κB pathway signalling can suppress catabolic gene expression, including MMPs, and limit osteoarthritis development^43,44^. HDACi have previously been demonstrated to suppress the NF-κB pathway in chondrocytes. Resveratrol, a pan HDACi, blocks NF-κB signalling in chondrocytes by suppressing IL-1-induced IκBα degradation^45^. Vorinostat, inhibitor of class I and II HDACs, blocks IL-1 induction of MMPs by inhibiting p38, ERK and NF-κB pathway signalling, specifically by blocking NF-κB translocation to the nucleus in chondrocytes^46^. Our data implies that HDAC6 may in part account for the effect of these HDACi. Interestingly, class III HDACs the Sirtuins, may have an opposing role in the NF-κB pathway, by directly deacetylating NF-κB p65 to reduce its transcriptional activity^47^. In particular, in chondrocytes SIRT1 activation inhibited the activation of NF-κB and inflammatory gene expression^48,49^.

NF-κB is a transcriptional regulator of IL-1-induced genes in both SW1353 cells and HAC^50^. Two particularly important proinflammatory cytokines in arthritis are IL-6 and IL-8, both activated by NF-κB-dependent mechanisms^27,28^. Herein *IL6* and *IL8* were significantly repressed following HDAC6 depletion, but only *IL6* by HDAC inhibition. IL-6 is fundamental in RA-driven cartilage destruction both in activation of immune cells but also induction of degradative enzymes such as the MMPs^51^. Blockade of IL-6 signalling with tocilizumab, an antibody against the IL-6 receptor, is an approved treatment in RA^52^. Cytokine-mediated inflammation has an increasingly recognised contribution to the development of OA^1^. Although the level of inflammation compared to RA appears low the combinatorial effect of IL-1, IL-6 and IL-8 amongst other cytokines may support MMP induction and precipitate cartilage destruction. In chondrocytes IL-6 induces *MMP* expression and blockade of IL-6 and its signalling proved efficacious in treating experimental OA in mice^53^. Similarly IL-6 neutralisation blocked HIF2α-induced cartilage destruction and MMP induction in mice, although *IL6-/-* mice developed more advanced osteoarthritis upon aging^54,55^. NF-κB also potently induces HIF-2α which is required for the development of OA in mice^56^.

The basal and post-stimulus recovery levels of IκBα were elevated following HDAC6 depletion. IκBα is an inherently unstable protein and as such is continuously synthesised, the majority forming a stable complex with NF-κB^57^. The stimulus-induced degradation of IκBα is initiated by phosphorylation by IKK and leads to ubiquitination of IκBα N-terminal lysine residues by β-TrCP E3 ubiquitin ligase and degradation by the UPS^58^. Interestingly HDAC6 inhibitors can increase N-terminus lysine acetylation of the Wnt signalling pathway mediator β-catenin resulting in its reduced ubiquitination by β-TrCP^59^. However, there are no reports of acetylation of IκB itself. VCP/p97, which facilitates delivery of ubiquitinated proteins to the UPS, has been demonstrated to mediate cytokine-induced degradation of IκBα^60^. HDAC6 is known to form a complex with VCP/p97 but it remains to be determined whether HDAC6 directly influences VCP/p97-mediated IκBα degradation^17,61^. Interestingly, a recent study using HDAC6 inhibitor ACY-1215 in IL-1-treated chondrocytes also showed reduced *MMP* expression, reduced activation of NF-κB signalling and elevated IκBα levels post-stimulation, although the basal levels of IκBα were unaffected in contrast to the effect of HDAC6 depletion herein^62^.

HDAC6 also ensures efficient delivery of ubiquitinated substrates to the autophagic machinery for degradation and is known to interact with key autophagy chaperone HSC70^63,64^. The deacetylase domain-independent binding of VCP/p97, ubiquitin or other unknown substrates by HDAC6 may account for the genes regulated by HDAC6 depletion but not by TSA treatment, including *IL8*. Stress, or heat shock proteins (HSPs), which are also induced by cytokines, act as chaperones to confer stability on proteins. HDAC6 deacetylates some HSPs, to regulate their chaperone activity, and also controls HSP expression via transcription factor HSF1^65–68^. Importantly HSP90, HSP70 and HSP27 can positively/negatively regulate NF-κB signalling^69–72^. Oxidative stress due to accumulation of reactive oxygen species (ROS) induces autophagy and HDAC6 is also linked directly to redox regulation through deacetylation of Prx proteins thereby limiting their H_2_0_2_ reduction activity^73^.

Herein inhibition of HDAC6 with Tubastatin A blocked cartilage degradation in line with the studies identifying protection against cartilage damage with Tubastatin A treatment in the DMM model of experimental OA^20,21^. Tubastatin A was developed to address issues with the high lipophilicity of Tubacin, which may account for Tubacin’s lack of effect in our 14 day cartilage degradation model^74^. Both experimental OA studies infer the protection offered by Tubastatin A is associated with the role of HDAC6 in autophagy and ROS regulation. Shen et al. showed that Tubastatin A treatment of chondrocytes and mice activated autophagy and increased cell viability while reducing cartilage degradation^20^. Zheng et al. suggest that Tubastatin A disrupts regulation of mitochondrial connectivity and function by HDAC6 leading to ROS reduction and reduced cartilage damage^21^.

Elsewhere acetylation plays a key role in the NF-κB pathway. NF-κB proteins regulate transcription in part through recruitment of HATs and HDACs to promoters^75^. In fact IκBα has also been documented to interact with HDACs 1, 3 and 5 to regulate gene expression, but again no IκBα acetylation was found^75^. Acetylation of the NF-κB proteins themselves is well documented. NF-κB p50 and p65 are acetylated by p300, each at a number of lysine residues, which may promote DNA binding or influence association with IκBa, although the exact effect differs between studies^75^. HDAC3 and SIRT1 are able to deacetylate NF-κB p65^75^. Additionally, HDAC3, by removing inhibitory NF-κB p65 lysine acetylation, is able to promote the transcription of IL-1-induced genes^76^. A further study found the acetylation of NF-κB p65 increased in HDAC3-deficient chondrocytes but this conversely led to the activation of NF-κB^77^. A more recent study also suggests that HDAC6 could deacetylate NF-κB p65 to reduce its DNA-binding activity^78^. However, such a mechanism is converse to the loss of NF-κB signalling-dependent gene activation which we see following depletion of HDAC6. The primary cilia also positively regulates IL-1 signalling to NF-κB in chondrocytes^79^. HDAC6 can deacetylate and destabilise cilia microtubules leading to cilia disassembly. Accordingly, inhibition of HDAC6 should maintain cilia function and allow NF-κB pathway activation, in contrast to the findings herein.

Inhibition of NF-κB activation is a key therapeutic goal for autoimmune diseases and a number of cancers. Upregulation of IκB levels has been attempted by a number of mechanisms including blocking of IκB ubiquitination with E3 ligase inhibition, stabilisation of IκB by engineering a dominant repressor or using decoy cell-penetrating IκB phosphopeptides to impair recruitment of β-TrCP to IκB^58^. Our data indicates that inhibition/depletion of HDAC6 may also represent a strategy to increase IκB levels and downregulate NF-κB pathway signalling.

## Conclusion

Interestingly HDAC6 function appears intricately linked with chondrocyte biology. Mutation in the HDAC6 3’UTR abolishes a microRNA binding site causing upregulation of HDAC6 is linked to a form of X-linked chondrodysplasia, suggesting a specific role for HDAC6 in chondrocytes^80^. Additionally, HDAC6 KO mice have increased tibial bone mineral density^81^, and loss or inhibition of HDAC6 can cause an increase in growth plate proliferation and ossified bone in mouse model of Thanatophoric Dysplasia Type II (TDII)^82^.

The work herein highlights that HDAC6 also has an important role in chondrocyte pro-inflammatory signalling and metalloproteinase gene expression. It establishes the hitherto unrecognised function of HDAC6 in NF-κB signalling and validates that specific inhibition of HDAC6 can impact upon cartilage degradation. With the ongoing development of specific HDACi this work supports the inhibition of HDAC6 as a possible therapeutic strategy in the arthritides.

## Methods

### Human cells and cartilage treatment

Human articular chondrocytes (HACs) were derived from articular cartilage obtained from consenting patients following hip or knee replacement surgery with Ethical Committee approval from the Newcastle and North Tyneside Health Authority (UK) for all experimental protocols. Informed consent was obtained from all subjects and all methods were carried out in accordance with relevant guidelines and regulations. Enzymatic digestion of tissue and maintenance and culture of cells were as previously described^83^. Cells were used at passage 1, where passage 0 corresponds to the cells released from the cartilage by enzymatic digestion. Human chondrosarcoma cells (SW1353) were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum, 2 mM/l-glutamine, 100 IU/ml penicillin, and 100 μg/ml streptomycin. Cells were seeded 1 day before treatment and cultured overnight in serum-free medium, prior to stimulation. Recombinant human IL-1α was a gift from Dr Keith Ray (Glaxo-SmithKline, Stevenage, UK). Recombinant human OSM was donated by Professor John Heath (Department of Biochemistry, University of Birmingham, Edgbaston, UK). HMW poly(I-C) (Invivogen, Toulouse, France). Phorbol 12-myristate 13-acetate (PMA), Tubacin and Tubastatin A were purchased from Sigma-Aldrich (Poole, UK), while TSA was from Calbiochem (Nottingham, UK). A CytoTox-Glo Cytotoxicity Assay was performed on SW1353 cells treated with a range of TSA concentrations for 6 h following manufacturer’s instructions (Supplementary Fig. 2).

### RNAi transfection

Cells plated overnight were transfected at 50% confluence with 50 nM (in SW1353) or 100 nM (in HAC) siRNA using Dharmafect 1 lipid reagent (Horizon Discovery, Cambridge, UK) according to the manufacturer's protocol and essentially as described previously^83^. FlexiTube siRNAs used were as follows: Hs_HDAC1_6, Hs_HDAC2_1, Hs_HDAC2_2, Hs_HDAC3_1, Hs_HDAC3_2, Hs_HDAC4_3, Hs_HDAC4_4, Hs_HDAC5_1, Hs_HDAC5_4, Hs_HDAC6_5, Hs_HDAC7A_6, Hs_HDAC8_2, Hs_HDAC8_4, Hs_HDAC9_1, Hs_HDAC9_3, Hs_HDAC10_1, Hs_HDAC10_2, Hs_HDAC11_4, Hs_HDAC11_6, or non-targeting control siRNA (AllStars Negative Control siRNA; Qiagen, Manchester, UK). Dharmacon siRNA SMARTpools used were as follows: D-001206-14-20 non-targeting siRNA and D-043456-04 (HDAC6) (Horizon Discovery). Following 24 h transfection cells were washed and cultured in serum-free medium overnight before stimulation.

### RNA extraction, real-time RT-PCR and Illumina whole-genome microarray

Total RNA was extracted from cells with Cells-to-cDNA II lysis buffer and cDNA synthesis was performed using MMLV reverse transcriptase and random hexamers according to the manufacturer's protocol (ThermoFisher Scientific, Loughborough, UK). TaqMan or SYBR green RT-PCR were performed and gene expression levels calculated as previously described^84^. Primer sequences are listed in Supplementary Table 1. For microarray total RNA was extracted with RNAeasy kit (Qiagen). Illumina whole-genome expression microarray Human HT-12 V4 (Illumina Inc., Illumina United Kingdom, Saffron Walden, UK) was used to profile gene expression of RNA samples according to the manufacturer's protocol. The HDAC6 siRNA experiment was performed in duplicate treatment with either HDAC6- or negative control siRNA (Qiagen), plus or minus IL-1. The TSA experiment was performed in singlicate with TSA or DMSO treatment, plus or minus IL1. Raw expression data were processed using R/Bioconductor package lumi with a variance stabilising transformation and robust spline normalization as standard^85^. Expression analysis was performed in R/bioconductor limma package by fitting a linear model and applying empirical Bayes smoothing as standard^86^. Where multiple probes detect a single transcript the average expression value was used. Heatmaps were generated with the R gplots package.

### Immunoblotting

Whole cell lysates were prepared using a modified Schindler buffer as described previously^84^. Nuclear extracts were generated using the Nuclear and Cytoplasmic Extraction Reagent kit (ThermoFisher Scientific) according to the manufacturer's protocol. Lysates were resolved by SDS-PAGE electrophoresis, transferred to PVDF membranes (Millipore, Watford, UK) and subsequently probed using the following antibodies: phospho-extracellular signal regulated kinase (ERK)1/2 (phospho-p44/42) (no. 9101), phospho-p38 (no. 9211), phospho-c-Jun N-terminal kinase (JNK) (no. 9251), phospho-Akt (Ser473; no. 9271), nuclear factor κ light polypeptide gene enhancer in B cells inhibitor IκBα (no. 9242), phospho-p65, p65, β-catenin, phospho-IKK, p-IκBα, p50, Lamin, HDAC6, acetyl-α-tubulin, acetyl-Histone H3 from Cell Signaling Technology (Danvers, Massachusetts, USA). A mouse monoclonal anti-glyceraldehyde 3’-phosphate dehydrogenase (GAPDH) antibody (clone 6C5; MAB374) was purchased from Chemicon (Hampshire, UK). The polyclonal secondary immunoglobulins/horseradish peroxidase were from Cytomation (Dako, Glostrup, Denmark). The quantitation of protein levels was performed by densitometric analysis with ImageJ as standard and normalised to housekeeping protein GAPDH or lamin.

### Luciferase assay

SW1353 cells were seeded into 96 well plates at 18,000 cells/cm2. Each well was transfected with 25 ng of NF-kB luciferase reporter (Takara Bio, Saint-Germain-en-Laye, France) along with 1.5 ng Renilla (pRL-TK Vector, Promega, Southampton, UK) control reporter vector using FuGENE HD transfection reagent (Roche, Lewes, UK) as previously described^87^. Transfected cells were serum starved overnight prior to stimulation with IL-1α (0.5 ng/ml) for 6 h. PBS-washed cells were lysed with Passive Lysis buffer and luminescence monitored using a Glomax Luminometer and the Dual-Luciferase Reporter Assay System (Promega). Firefly luciferase data were normalised to the Renilla luciferase control.

### Bovine nasal cartilage assay

Bovine cartilage was dissected from nasal septi obtained from a local abattoir. Bovine nasal septum cartilage was dissected into approximately 2-mm^3^ discs, plated into 24-well tissue culture plates (3 discs per well, n = 4) and cultured in serum-free Dulbecco’s modified Eagle medium as described previously^88^. Fresh serum-free media with/without cytokines and test reagents were then added (day 0). At day 7, culture supernatants were harvested and replaced with fresh medium containing the same test reagents as day 0. Cartilage and culture supernatants were harvested at day 14 and the remaining cartilage was digested with papain. Hydroxyproline release was assayed as a measure of collagen degradation, and the extent of release was calculated as a percentage of the total.

### Statistical analysis

Statistical differences between sample groups were assessed using students t-test for single comparisons or one-way ANOVA for multiple comparisons, where *p < 0.05; **p < 0.01 and ***p < 0.001.

## Supplementary Information

Supplementary Information 1.

Supplementary Figures.

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Table 1.

Supplementary Information 2.

## Data Availability

SW1353 microarray data is deposited at GEO (GSE186690).

## Abbreviations

HDAC: Histone deacetylase
IL-1: Interleukin-1
NF-κB: Nuclear factor kappa B
OA: Osteoarthritis
MMP: Matrix metalloprotease

## References

[1] Pap T, Korb-Pap A (2015). Cartilage damage in osteoarthritis and rheumatoid arthritis–two unequal siblings. Nat. Rev. Rheumatol..

[2] Goldring MB, Marcu KB (2009). Cartilage homeostasis in health and rheumatic diseases. Arthritis Res. Ther..

[3] Guilak F (2018). Osteoarthritis as a disease of the cartilage pericellular matrix. Matrix Biol..

[4] Rowan AD (2008). Metalloproteases as potential therapeutic targets in arthritis treatment. Expert. Opin. Ther. Targets.

[5] Vincenti MP, Brinckerhoff CE (2002). Transcriptional regulation of collagenase (MMP-1, MMP-13) genes in arthritis: Integration of complex signaling pathways for the recruitment of gene-specific transcription factors. Arthritis Res..

[6] Young, D.A., M.J. Barter, and D.J. Wilkinson, Recent advances in understanding the regulation of metalloproteinases. *F1000Res* 8 (2019).10.12688/f1000research.17471.1PMC638179730828429

[7] Hinz M, Scheidereit C (2014). The IkappaB kinase complex in NF-kappaB regulation and beyond. EMBO Rep..

[8] Culley KL (2013). Class I histone deacetylase inhibition modulates metalloproteinase expression and blocks cytokine-induced cartilage degradation. Arthritis Rheum..

[9] Young DA (2005). Histone deacetylase inhibitors modulate metalloproteinase gene expression in chondrocytes and block cartilage resorption. Arthritis Res. Ther..

[10] Wang X (2009). Inhibition of histone deacetylases antagonized FGF2 and IL-1beta effects on MMP expression in human articular chondrocytes. Growth Factors.

[11] Bannister AJ, Kouzarides T (2011). Regulation of chromatin by histone modifications. Cell Res..

[12] Venkatesh S, Workman JL (2015). Histone exchange, chromatin structure and the regulation of transcription. Nat. Rev. Mol. Cell Biol..

[13] Nasu Y (2008). Trichostatin A, a histone deacetylase inhibitor, suppresses synovial inflammation and subsequent cartilage destruction in a collagen antibody-induced arthritis mouse model. Osteoarthritis Cartilage.

[14] Nishida K (2004). Histone deacetylase inhibitor suppression of autoantibody-mediated arthritis in mice via regulation of p16INK4a and p21(WAF1/Cip1) expression. Arthritis Rheum..

[15] Falkenberg KJ, Johnstone RW (2014). Histone deacetylases and their inhibitors in cancer, neurological diseases and immune disorders. Nat. Rev. Drug Discov..

[16] Ho TCS, Chan AHY, Ganesan A (2020). Thirty years of HDAC inhibitors: 2020 insight and hindsight. J. Med. Chem..

[17] Li Y, Shin D, Kwon SH (2013). Histone deacetylase 6 plays a role as a distinct regulator of diverse cellular processes. FEBS J..

[18] Hubbert C (2002). HDAC6 is a microtubule-associated deacetylase. Nature.

[19] Boyault C (2007). HDAC6, at the crossroads between cytoskeleton and cell signaling by acetylation and ubiquitination. Oncogene.

[20] Shen Z (2021). Inhibition of HDAC6 by Tubastatin A reduces chondrocyte oxidative stress in chondrocytes and ameliorates mouse osteoarthritis by activating autophagy. Aging (Albany NY).

[21] Zheng Y (2020). Inhibition of histone deacetylase 6 by tubastatin a attenuates the progress of osteoarthritis via improving mitochondrial function. Am. J. Pathol..

[22] Lee J (2015). A novel histone deacetylase 6-selective inhibitor suppresses synovial inflammation and joint destruction in a collagen antibody-induced arthritis mouse model. Int. J. Rheum. Dis..

[23] Vishwakarma S (2013). Tubastatin, a selective histone deacetylase 6 inhibitor shows anti-inflammatory and anti-rheumatic effects. Int. Immunopharmacol..

[24] Chan CM (2017). Cytokine-induced MMP13 expression in human chondrocytes is dependent on activating transcription factor 3 (ATF3) regulation. J. Biol. Chem..

[25] Radwan M (2013). Matrix metalloproteinase 13 expression in response to double-stranded RNA in human chondrocytes. Arthritis Rheum..

[26] Tetlow LC, Adlam DJ, Woolley DE (2001). Matrix metalloproteinase and proinflammatory cytokine production by chondrocytes of human osteoarthritic cartilage: Associations with degenerative changes. Arthritis Rheum..

[27] Mukaida N, Mahe Y, Matsushima K (1990). Cooperative interaction of nuclear factor-kappa B- and cis-regulatory enhancer binding protein-like factor binding elements in activating the interleukin-8 gene by pro-inflammatory cytokines. J. Biol. Chem..

[28] Shimizu H (1990). Involvement of a NF-kappa B-like transcription factor in the activation of the interleukin-6 gene by inflammatory lymphokines. Mol. Cell Biol..

[29] Weber A, Wasiliew P, Kracht M (2010). Interleukin-1 (IL-1) pathway. Sci. Signal.

[30] Li Y (2008). HDAC6 is required for epidermal growth factor-induced beta-catenin nuclear localization. J. Biol. Chem..

[31] Zhu J, Coyne CB, Sarkar SN (2011). PKC alpha regulates Sendai virus-mediated interferon induction through HDAC6 and beta-catenin. EMBO J..

[32] Chung YL (2003). A therapeutic strategy uses histone deacetylase inhibitors to modulate the expression of genes involved in the pathogenesis of rheumatoid arthritis. Mol. Ther..

[33] Lin HS (2007). Anti-rheumatic activities of histone deacetylase (HDAC) inhibitors in vivo in collagen-induced arthritis in rodents. Br. J. Pharmacol..

[34] Chen WP (2010). Alleviation of osteoarthritis by Trichostatin A, a histone deacetylase inhibitor, in experimental osteoarthritis. Mol. Biol. Rep..

[35] Chabane N (2008). Histone deacetylase inhibitors suppress interleukin-1beta-induced nitric oxide and prostaglandin E2 production in human chondrocytes. Osteoarthritis Cartilage.

[36] Khan N (2008). Determination of the class and isoform selectivity of small-molecule histone deacetylase inhibitors. Biochem. J..

[37] Schonwasser DC (1998). Activation of the mitogen-activated protein kinase/extracellular signal-regulated kinase pathway by conventional, novel, and atypical protein kinase C isotypes. Mol. Cell Biol..

[38] Raymond L (2007). RelA is required for IL-1beta stimulation of Matrix Metalloproteinase-1 expression in chondrocytes. Osteoarthritis Cartilage.

[39] Mengshol JA (2000). Interleukin-1 induction of collagenase 3 (matrix metalloproteinase 13) gene expression in chondrocytes requires p38, c-Jun N-terminal kinase, and nuclear factor kappaB: Differential regulation of collagenase 1 and collagenase 3. Arthritis Rheum..

[40] Ma B (2013). T cell factor 4 is a pro-catabolic and apoptotic factor in human articular chondrocytes by potentiating nuclear factor kappaB signaling. J. Biol. Chem..

[41] Liacini A (2002). Inhibition of interleukin-1-stimulated MAP kinases, activating protein-1 (AP-1) and nuclear factor kappa B (NF-kappa B) transcription factors down-regulates matrix metalloproteinase gene expression in articular chondrocytes. Matrix Biol..

[42] Fan Z (2006). Role of mitogen-activated protein kinases and NFkappaB on IL-1beta-induced effects on collagen type II, MMP-1 and 13 mRNA expression in normal articular human chondrocytes. Rheumatol. Int..

[43] Chen LX (2008). Suppression of early experimental osteoarthritis by in vivo delivery of the adenoviral vector-mediated NF-kappaBp65-specific siRNA. Osteoarthritis Cartilage.

[44] Kobayashi H (2016). Biphasic regulation of chondrocytes by Rela through induction of anti-apoptotic and catabolic target genes. Nat. Commun..

[45] Shakibaei M (2008). Resveratrol suppresses interleukin-1beta-induced inflammatory signaling and apoptosis in human articular chondrocytes: Potential for use as a novel nutraceutical for the treatment of osteoarthritis. Biochem. Pharmacol..

[46] Zhong HM (2013). Vorinostat, a HDAC inhibitor, showed anti-osteoarthritic activities through inhibition of iNOS and MMP expression, p38 and ERK phosphorylation and blocking NF-kappaB nuclear translocation. Int. Immunopharmacol..

[47] Yeung F (2004). Modulation of NF-kappaB-dependent transcription and cell survival by the SIRT1 deacetylase. EMBO J.

[48] Moon MH (2013). SIRT1, a class III histone deacetylase, regulates TNF-alpha-induced inflammation in human chondrocytes. Osteoarthritis Cartilage.

[49] Matsushita T (2013). The overexpression of SIRT1 inhibited osteoarthritic gene expression changes induced by interleukin-1beta in human chondrocytes. J Orthop Res.

[50] Gebauer M (2005). Comparison of the chondrosarcoma cell line SW1353 with primary human adult articular chondrocytes with regard to their gene expression profile and reactivity to IL-1beta. Osteoarthritis Cartilage.

[51] Hashizume M, Mihara M (2011). The roles of interleukin-6 in the pathogenesis of rheumatoid arthritis. Arthritis.

[52] Oldfield V, Dhillon S, Plosker GL (2009). Tocilizumab: a review of its use in the management of rheumatoid arthritis. Drugs.

[53] Latourte, A., et al., Systemic inhibition of IL-6/Stat3 signalling protects against experimental osteoarthritis. Ann. Rheum. Dis. (2016).10.1136/annrheumdis-2016-20975727789465

[54] Ryu JH (2011). Interleukin-6 plays an essential role in hypoxia-inducible factor 2alpha-induced experimental osteoarthritic cartilage destruction in mice. Arthritis. Rheum..

[55] de Hooge AS (2005). Male IL-6 gene knock out mice developed more advanced osteoarthritis upon aging. Osteoarthritis Cartilage.

[56] Saito T (2010). Transcriptional regulation of endochondral ossification by HIF-2alpha during skeletal growth and osteoarthritis development. Nat. Med..

[57] Mathes E (2008). NF-kappaB dictates the degradation pathway of IkappaBalpha. EMBO J..

[58] Kanarek N (2010). Ubiquitination and degradation of the inhibitors of NF-kappaB. Cold. Spring Harb. Perspect. Biol..

[59] Iaconelli J (2015). HDAC6 inhibitors modulate Lys49 acetylation and membrane localization of beta-catenin in human iPSC-derived neuronal cells. ACS Chem. Biol..

[60] Li JM (2014). The p97-UFD1L-NPL4 protein complex mediates cytokine-induced IkappaBalpha proteolysis. Mol. Cell. Biol..

[61] Boyault C (2006). HDAC6-p97/VCP controlled polyubiquitin chain turnover. EMBO J..

[62] Cheng C (2019). ACY-1215 exhibits anti-inflammatory and chondroprotective effects in human osteoarthritis chondrocytes via inhibition of STAT3 and NF-kappaB signaling pathways. Biomed. Pharmacother..

[63] Pandey UB (2007). HDAC6 rescues neurodegeneration and provides an essential link between autophagy and the UPS. Nature.

[64] Zhang L (2015). Proteomic identification and functional characterization of MYH9, Hsc70, and DNAJA1 as novel substrates of HDAC6 deacetylase activity. Protein Cell.

[65] Boyault C (2007). HDAC6 controls major cell response pathways to cytotoxic accumulation of protein aggregates. Genes Dev.

[66] Gibert B (2012). Knock down of heat shock protein 27 (HspB1) induces degradation of several putative client proteins. PLoS ONE.

[67] Kovacs JJ (2005). HDAC6 regulates Hsp90 acetylation and chaperone-dependent activation of glucocorticoid receptor. Mol. Cell.

[68] Rao R (2008). HDAC6 inhibition enhances 17-AAG–mediated abrogation of hsp90 chaperone function in human leukemia cells. Blood.

[69] Alford KA (2007). Heat shock protein 27 functions in inflammatory gene expression and transforming growth factor-beta-activated kinase-1 (TAK1)-mediated signaling. J. Biol. Chem..

[70] De Nardo D (2005). A central role for the Hsp90.Cdc37 molecular chaperone module in interleukin-1 receptor-associated-kinase-dependent signaling by toll-like receptors. J. Biol. Chem..

[71] Parcellier A (2003). HSP27 is a ubiquitin-binding protein involved in I-kappaBalpha proteasomal degradation. Mol. Cell. Biol..

[72] Ran R (2004). Hsp70 promotes TNF-mediated apoptosis by binding IKK gamma and impairing NF-kappa B survival signaling. Genes Dev..

[73] Parmigiani RB (2008). HDAC6 is a specific deacetylase of peroxiredoxins and is involved in redox regulation. Proc. Natl. Acad. Sci. U S A.

[74] Butler KV (2010). Rational design and simple chemistry yield a superior, neuroprotective HDAC6 inhibitor, tubastatin A. J. Am. Chem. Soc..

[75] Calao M (2008). A pervasive role of histone acetyltransferases and deacetylases in an NF-kappaB-signaling code. Trends Biochem. Sci..

[76] Ziesche E (2013). The coactivator role of histone deacetylase 3 in IL-1-signaling involves deacetylation of p65 NF-kappaB. Nucleic Acids Res..

[77] Carpio LR (2016). Histone deacetylase 3 supports endochondral bone formation by controlling cytokine signaling and matrix remodeling. Sci Signal.

[78] Yang CJ (2015). Nuclear HDAC6 inhibits invasion by suppressing NF-kappaB/MMP2 and is inversely correlated with metastasis of non-small cell lung cancer. Oncotarget.

[79] Wann AK, Chapple JP, Knight MM (2014). The primary cilium influences interleukin-1beta-induced NFkappaB signalling by regulating IKK activity. Cell Signal.

[80] Simon D (2010). A mutation in the 3'-UTR of the HDAC6 gene abolishing the post-transcriptional regulation mediated by hsa-miR-433 is linked to a new form of dominant X-linked chondrodysplasia. Hum. Mol. Genet..

[81] Zhang Y (2008). Mice lacking histone deacetylase 6 have hyperacetylated tubulin but are viable and develop normally. Mol. Cell Biol..

[82] Ota S (2016). HDAC6 deficiency or inhibition blocks FGFR3 accumulation and improves bone growth in a model of achondroplasia. Hum. Mol. Genet..

[83] Zhang Q (2008). Differential Toll-like receptor-dependent collagenase expression in chondrocytes. Ann. Rheum. Dis..

[84] Barter MJ (2010). Lipophilic statins prevent matrix metalloproteinase-mediated cartilage collagen breakdown by inhibiting protein geranylgeranylation. Ann. Rheum. Dis..

[85] Du P, Kibbe WA, Lin SM (2008). lumi: a pipeline for processing Illumina microarray. Bioinformatics.

[86] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet. Mol. Biol..

[87] Barter MJ (2015). Genome-wide MicroRNA and gene analysis of mesenchymal stem cell chondrogenesis identifies an essential role and multiple targets for miR-140-5p. Stem Cells.

[88] Shingleton WD (2000). Retinoic acid combines with interleukin-1 to promote the degradation of collagen from bovine nasal cartilage: Matrix metalloproteinases-1 and -13 are involved in cartilage collagen breakdown. J. Cell Biochem..

# Supplementary material for: HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression
**Source:** Sci Rep. 2022 Apr 22;12:6640. doi: 10.1038/s41598-022-10518-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Slide 1

Supplementary Info File 1. Uncropped/full length blots
p-ERK
Figure 3A
β-catenin
IᴋBα
p-p65

## Slide 2

Figure 3B
p-IᴋK
p-IᴋBα
HDAC6
GAPDH
GAPDH

## Slide 3

Figure 3D
p-p65
7/7/10
p65
p50
Lamin

## Slide 4

Figure 4C
HDAC6

## Slide 5

Figure 4D
p-p65

## Slide 6

Supplementary Figure 2
Ac-H3 (Lys9)
Ac-H3 (Lys23)
Ac-α-tubulin
HDAC6
GAPDH

# Supplementary material for: HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression
**Source:** Sci Rep. 2022 Apr 22;12:6640. doi: 10.1038/s41598-022-10518-z
**Supplement:** Supplementary file 2 — Supplementary Figures.

**Supplementary File Legends**

**Supplementary Figure 1. HDAC knockdown efficiency**

SW1353 cells were transfected with the indicated HDAC-targetting siRNAs for 24 hours prior to stimulation with IL-1 for 8 hours. Data are presented as % knockdown compared to non-targetting control siRNA and represent mean ± S.D. Data are representative of a minimum of three independent experiments performed in quadruplicate.

**Supplementary Figure 2. Effect of HDAC6 knockdown and TSA on histone acetylation**

A. SW1353 cells were (A) transfected with the indicated HDAC6-targetting or non-targeting siRNA for 24 hours, or (B) treated with TSA (100ng/ml) for 6 hours. Total protein was extracted and the abundance of the indicated proteins detected by immunoblotting. HDAC6 levels were measured to confirm knockdown and GAPDH was used to confirm equal protein loading.

**Supplementary Figure 3. Toxicity of different concentrations of TSA in SW1353 cells**

SW1353 cells were incubated for 30min with increasing concentrations of TSA before IL-1α (0.5ng/ml) stimulation for 6h was performed. The media was then collected and a toxicity assay was performed using the CytoTox-Glo Cytotoxicity Assay according to manufacturer’s instructions. The luminescence for each sample was detected by GloMax Discover System. For statistical analysis, one-way ANOVA with a Bonferroni multiple comparison test was performed.

**Supplementary Table 1. Primer sequences**

**Supplementary Dataset 1. Microarray analysis of the effect of HDAC6 knockdown on IL-1-induced gene expression in SW1353 chondrocytes**

Gene expression values from microarray analysis of SW1353 cells transfected with QIAGEN HDAC6 siRNA or non-targetting Allstars control siRNA 24 hours prior to stimulation with IL-1 for 6 hours. Log fold change values are presented for contrasts between siHDAC6 and siCon in IL-1 treated cells, and IL-1 treated cells versus control cells.

**Supplementary Dataset 2.** **Microarray analysis of the effect of HDAC inhibitor TSA on IL-1-induced gene expression in SW1353 chondrocytes**

Gene expression values from microarray analysis of SW1353 cells treated with TSA (250ng/ml) or DMSO control for 1 hour prior to stimulation with IL-1α for 8 hours. Log fold change values are presented for contrasts between TSA and DMSO control in IL-1 treated cells, and IL-1 treated cells versus control cells.

**Supplementary Info File 1. Uncropped/full length blots**

# Supplementary material for: HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression
**Source:** Sci Rep. 2022 Apr 22;12:6640. doi: 10.1038/s41598-022-10518-z
**Supplement:** Supplementary file 3 — Supplementary Figure 1.

## Slide 1

### Chart
| Category | |
|---|---|
| siHDAC1 | 15.104317824241967 |
| siHDAC2 | 8.909226267289373 |
| siHDAC3 | 27.087222544928906 |
| siHDAC8 | 51.638552458745885 |
| siHDAC4 | 51.49155508529378 |
| siHDAC5 | 28.785685237261482 |
| siHDAC6 | 6.754502468109196 |
| siHDAC7 | 33.2515798701458 |
| siHDAC9 | 55.424589896430575 |
| siHDAC10 | 40.58053915417458 |
| siHDAC11 | 39.59614866732707 |Supplementary Figure 1. HDAC knockdown efficiency
SW1353 cells were transfected with the indicated HDAC-targetting siRNAs for 24 hours prior to stimulation with IL-1 for 8 hours. Data are presented as % knockdown compared to non-targetting control siRNA and represent mean ± S.D. Data are representative of a minimum of three independent experiments performed in quadruplicate.

# Supplementary material for: HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression
**Source:** Sci Rep. 2022 Apr 22;12:6640. doi: 10.1038/s41598-022-10518-z
**Supplement:** Supplementary file 4 — Supplementary Figure 2.

## Slide 1

A
Ac-H3 (Lys9)
Ac-H3 (Lys23)
Ac-α-tubulin
HDAC6
GAPDH
-
+
Con siRNA:
-
+
HDAC6 siRNA:
Supplementary Figure 2. Effect of HDAC6 knockdown on tubulin and histone acetylation
A. SW1353 cells were transfected with the indicated HDAC6-targetting or non-targeting siRNA for 24 hours. Total protein was extracted and the abundance of the indicated proteins detected by immunoblotting. HDAC6 levels were measured to confirm knockdown and GAPDH was used to confirm equal protein loading.

# Supplementary material for: HDAC6 regulates NF-κB signalling to control chondrocyte IL-1-induced MMP and inflammatory gene expression
**Source:** Sci Rep. 2022 Apr 22;12:6640. doi: 10.1038/s41598-022-10518-z
**Supplement:** Supplementary file 5 — Supplementary Figure 3.

## Slide 1

Supplementary Figure 3. Toxicity of different concentrations of TSA in SW1353 cells
SW1353 cells were incubated for 30min with increasing concentrations of TSA before IL-1α (0.5ng/ml) stimulation for 6h was performed. The media was then collected and a toxicity assay was performed using the CytoTox-Glo™ Cytotoxicity Assay according to manufacturer’s instructions. The luminescence for each sample was detected by GloMax® Discover System. For statistical analysis, one-way ANOVA with a Bonferroni multiple comparison test was performed.

How the deposited data were processed for this re-analysis (not part of the article)

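SW1353 cells, an established human chondrosarcoma line, were profiled on 8 Illumina whole-genome arrays, 2 for each of the groups siCon, siCon + IL-1, siHDAC6 and siHDAC6 + IL-1. The authors deposited, for each probe and each array, the summarised signal intensity without background subtraction or normalization between arrays and its detection p-value. They also deposited a table of log2 values, made with lumi (version not stated) by variance-stabilising transformation and robust spline normalization. On each array these values rise and fall with the signal (rank correlation 1), and their median is 6.40 to 6.41 on all arrays. The TSA arrays of the study are not analysed here.

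The signals were processed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Background correction, quantile normalization and the log2 transformation were done with neqc, which took the detection p-values to estimate the background, with an offset of 16. Of the probes, 27578 had 1 gene symbol, 13 had several and 21212 had none listed, and 27541 (99.9%) were matched to the gene table by gene number, which updated 0 symbols. Of all probes, 18045 had a detection p under 0.05 on at least 2 of the 8 arrays, and the 14483 of these with 1 symbol were averaged to 11182 genes, 2690 of them with several probes. CCL4L1 and CCL4L2, shown in Fig. 2A, were not measured under a single symbol past this filter. The correlation between the replicates of a group was 0.988 to 0.992. The lowest log2 value of a detected probe was 4.90 to 5.17 on the 8 arrays, and where a group had no array above background a fold change is given as a lower bound against this limit.

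A linear model with 1 mean per group was fitted to each gene with lmFit, the variance was moderated with eBayes (4 residual and 3.79 prior degrees of freedom, prior SD 0.132), and p-values were adjusted by the Benjamini-Hochberg method over all genes. A gene was called at an adjusted p under 0.05. The 5 contrasts were IL-1 against no IL-1 in siCon and in siHDAC6 cells, siHDAC6 against siCon with and without IL-1, and the difference of the IL-1 responses (the interaction). Genes induced over 1.5-fold by IL-1 and, of these, genes over 1.5-fold lower with siHDAC6 were counted by fold change alone, as the legend of Fig. 2 describes, and again with the adjusted p required. The workflow was tested on simulated data with known changes.

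For 30 gene lists, written from general knowledge after reading the paper and part of Supplementary Dataset 1, called members were counted with the adjustment over all genes and over the list alone. Each list was tested against the other genes with camera at a preset correlation of 0.01, with camera at a correlation estimated from the residuals, and on its own with fry, and adjusted over the lists. PPT1 and LGMN were left out of the lysosomal list because their values had been seen in that dataset.

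The genes named are the following: those the paper names for these arrays or shows in Fig. 2A, with HDAC6 and NFKBIA; the 10 largest rises and 10 largest falls among called genes with the same sign in replicates 1 and in replicates 2, for siHDAC6 with and without IL-1 and for IL-1 in siCon cells; up to 4 called members with the largest change in each list; and for the interaction the 5 genes with the smallest adjusted p in each direction. The paper's values for part of these genes had been seen when this rule was written. Genes outside it are marked as named after their values were seen, and so is MMP3, which the rule covers only through its response to IL-1. The groups, contrasts, lists, this rule and the alternatives were set before the deposited signals were examined. The lists and this rule were not blind to these arrays, since part of Supplementary Dataset 1, which holds their fold changes, had been read.

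The alternatives were the authors' log2 values, quantile normalization without background correction, an offset of 50, median scaling, no detection filter, a detection p under 0.01 on both arrays of a group, each probe on its own, the probe with the highest mean, eBayes with trend and robust, a fit of the 4 arrays compared, the replicate number as a block, leaving out each array, and other fold thresholds. A block for the slide was not run, since neither files nor labels name the slide of an array.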

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

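The tests of detection without IL-1, of genes departing either way from a common fraction, of such genes detected on all 8 arrays, and of median scaling were chosen only after the results were seen.

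The difference between the IL-1 responses of siHDAC6 and siCon cells was tested directly. It was below 0 for 12 genes, counted as smaller, and above 0 for 1 gene, counted as larger. At an unadjusted p under 0.05 it was above 0 for 547 genes and below 0 for 569. The log2 differences were -2.28 for MMP13, -2.27 for IL6, -1.93 for IL1RN, -1.69 for CXCL10, -1.66 for OASL, -1.66 for DEFB4A, -1.64 for IL1B, -1.63 for CA2, -1.61 for MMP12, -1.49 for FST, -1.43 for CCL3L1 and -1.18 for CCL3L3, and 1.53 for CROT, a peroxisomal acyltransferase. CA2 and FST are named after their values were seen. FST, which encodes follistatin, was higher by 0.96 with siHDAC6 in unstimulated cells and fell by 0.54 in IL-1-stimulated cells (adjusted p = 0.0057 and 0.036). CROT fell by 2.02 with IL-1 in siCon cells and was higher by 1.50 with siHDAC6 in IL-1-stimulated cells, against -0.03 in unstimulated cells. Its difference above 0 is thus a weaker fall with IL-1, not a larger response. The 669 genes lowered over 1.5-fold by IL-1 in siCon cells had a median difference of 0.36. Fits without 1 array called 0 genes smaller and 0 larger without siCon replicate 2, 2 smaller without siHDAC6 replicate 1, siHDAC6 replicate 2 or siHDAC6 + IL-1 replicate 1, 3 smaller without siCon replicate 1, siCon + IL-1 replicate 2 or siHDAC6 + IL-1 replicate 2, and 8 smaller and 1 larger, CLDN1 in place of CROT, without siCon + IL-1 replicate 1 (adjusted p = 0.047).

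For genes at background without IL-1 a fall there cannot be seen, and 11 of the 13 genes were not detected on all 4 unstimulated arrays, so for these an effect confined to IL-1-stimulated cells and an effect hidden by the background cannot be told apart. FST and CROT, the 2 genes detected on all 4, cannot owe the difference to background, but their calls (adjusted p = 0.028 and 0.031) were lost in all 8 fits that left out 1 array (0.061 to 0.19 and 0.053 to 0.19). Another explanation is that siHDAC6 removes 1 common fraction of every log2 IL-1 response, tested as a common slope of the log2 responses. The limit set beforehand was that under 5% of induced genes depart from that slope. Of the induced genes 4.57% did (39 genes, 22 below the common slope of 0.782 and 17 above), which met that limit. Part of the 39, MMP13 among them, lie at background without IL-1, where a departure cannot be read, and of the 606 induced genes detected on all 8 arrays 2 departed, FST below and IFI44 above (adjusted p = 0.047 for both), and 0 in every fit that left out 1 array (smallest adjusted p = 0.077 to 0.15). A single departure each way was too weak a limit to decide this. A common fraction of the log2 response lost in every induced gene and a fraction that differs between genes thus cannot be told apart. Loss of a common fraction of the induced signal on the linear scale was not tested.

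Without IL-1, a comparison the paper does not report, 183 genes were higher and 270 lower with siHDAC6, and with IL-1 408 genes were higher, whereas the paper describes repressed genes. These 3 counts were 529, 595 and 872 with the authors' log2 values and 451, 510 and 756 with quantile normalization without background correction. Of the 408 genes, 121 were among the 669 that IL-1 lowered over 1.5-fold in siCon cells. Another 7 were among the 854 induced genes and 280 among the 9659 others. Part of the rises are thus weaker falls with IL-1, though the siCon + IL-1 arrays enter both comparisons. Under median scaling 79.7% of the genes called without IL-1 (361 of 453) stayed called in the same direction, which argues against quantile normalization as the cause for these, and of the 8 arrays 0 were closest to an array of another group, which argues against a swapped label. The labels name 1 HDAC6 siRNA, so on these arrays loss of HDAC6 and an effect of that siRNA on other genes cannot be told apart, while for MMP expression with IL-1 the paper reports an alternative HDAC6 siRNA (Fig. 1C). Without siCon replicate 1 or 2 the counts were 33 and 76 or 38 and 77, without siHDAC6 replicate 1 or 2 they were 42 and 91 or 33 and 87, and without either siHDAC6 + IL-1 array 100 and 179, while the 408 became 105 without siCon + IL-1 replicate 2, 269 without either siHDAC6 array, and 70 or 50 without siHDAC6 + IL-1 replicate 1 or 2.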

How the results depend on the processing

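All alternatives reported here were set before the data were examined, and none was added later. Of 182 results for named genes 174 were called, and 88 of these kept their call under every alternative that gave a value. The calls kept and lost were 169 and 5 with the authors' log2 values, 171 and 3 with quantile normalization without background correction, 172 and 2 with an offset of 50, 151 and 23 with median scaling, 162 and 12 without the detection filter, 141 and 32 with each probe on its own, 160 and 13 with the probe of the highest mean, 171 and 3 with trend and robust, and 108 and 53 with the 4 arrays compared, and with stricter detection 169 of 169 were kept. Leaving out 1 array kept from 106 (without siHDAC6 + IL-1 replicate 2) to 137 (without siCon + IL-1 replicate 1). The 1048 genes higher with IL-1 in siCon cells stayed within 1.5 times of that count under every alternative (737 to 972 in leave-one-out fits). The lone array of a group in a leave-one-out fit is assumed to vary like the other groups. Except where fewer arrays were fitted, the cause was not tested.

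With the authors' log2 values the genes lower with IL-1 in siCon cells went from 1252 to 1917, siHDAC6 with IL-1 from 408 higher and 494 lower to 872 and 820, siHDAC6 without IL-1 from 183 and 270 to 529 and 595, the genes lower with IL-1 in siHDAC6 cells from 478 to 1071, and the interaction from 1 and 12 to 45 and 119. With quantile normalization without background correction these were 756 and 766, 451 and 510, 830, and 16 and 89 for the latter 4. An offset of 50 gave 706 higher for siHDAC6 with IL-1, 421 and 470 without, 748 lower with IL-1 in siHDAC6 cells, and 13 and 71 for the interaction. Stricter detection gave 701 higher with IL-1, 372 and 417 without, and 7 and 34 for the interaction. Trend and robust gave 800 higher with IL-1, 461 and 517 without, 838 lower with IL-1 in siHDAC6 cells, and 15 and 59 for the interaction. Median scaling gave 795 lower with IL-1 in siCon cells and 0 higher for the interaction, and no detection filter gave 2 higher there. The 4 arrays compared, a setting not used for the interaction, gave 712 lower with IL-1 in siCon cells, 83 and 193 for siHDAC6 with IL-1 and 52 and 126 without.

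The share of lower genes among those called moved by over 10 points with the authors' log2 values for IL-1 in siHDAC6 cells (41.6% to 56.1%) and the interaction (92.3% to 72.6%), with median scaling for IL-1 in siCon cells (54.4% to 41.7%) and siHDAC6 with IL-1 (54.8% to 65.0%), with trend and robust for the interaction (to 79.7%), and with the 4 arrays compared for siHDAC6 with IL-1 (to 69.9%) and without (59.6% to 70.8%). Among the leave-one-out fits it moved as far in 12, from 40.8% to 43.1% for IL-1 in siCon cells, 66.8% to 72.2% for siHDAC6 with IL-1, 69.7% and 72.5% without, and 24.7% to 27.0% for IL-1 in siHDAC6 cells.

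Leave-one-out fits gave 529 to 1044 genes lower with IL-1 in siCon cells, 50 to 289 higher and 130 to 396 lower for siHDAC6 with IL-1, 33 to 187 and 76 to 272 without, 444 to 676 higher and 146 to 489 lower with IL-1 in siHDAC6 cells, and 0 to 1 and 0 to 8 for the interaction. The share of induced genes repressed, 27.0%, was 24.7% to 35.7%, and with the adjusted p 9.01% to 24.0%. The correlation across genes of the siHDAC6 effect with and without IL-1 was 0.427 to 0.516, and that of the IL-1 response in siCon and siHDAC6 cells 0.821 to 0.865.

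The share was 20.3% with the authors' log2 values, 19.1% with quantile normalization without background correction, 20.9% with an offset of 50, 10.3% at 2-fold for both changes and 56.3% with a smaller fold for repression alone, and with the adjusted p 14.4% with the 4 arrays compared. MMP13 moved from rank 1 to rank 2 with the authors' log2 values and with quantile normalization without background correction. The correlation of the siHDAC6 effects was 0.513 and became 0.609, 0.584, 0.576, 0.577 and 0.464, and that of the IL-1 responses was 0.866 and became 0.921, 0.907, 0.900, 0.898 and 0.835, with the authors' log2 values, quantile normalization without background correction, an offset of 50, stricter detection and each probe on its own.

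Of the 30 gene lists camera passed 11 for IL-1 in siCon cells, 14 for siHDAC6 with IL-1, 4 without, 9 for IL-1 in siHDAC6 cells and 7 for the interaction. With an estimated correlation these were 7, 0, 0, 7 and 0, and with fry 17, 23, 12, 15 and 7.

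NFKBIA, at 0.02 for the interaction and not called, was -0.0018 with quantile normalization without background correction, -0.0900 with median scaling, 0.13 at the highest of the leave-one-out fits (without siCon replicate 1), and -0.0875, -0.0618 and -0.0342 without siCon replicate 2, siCon + IL-1 replicate 1 and siHDAC6 + IL-1 replicate 1. ZMAT3 went from 0.44 with siHDAC6 and IL-1 to -0.0080 with each probe on its own and with the probe of the highest mean.

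With the replicate number as a replicate block the counts were 975 and 1091 for IL-1 in siCon cells, 288 and 387 for siHDAC6 with IL-1, 118 and 200 without, 615 and 349 for IL-1 in siHDAC6 cells and 0 and 6 for the interaction, and 141 named calls were kept. The replicate numbers do not appear to pair the samples, since deviations from the group means correlated between groups at -0.0431 to 0.0471. A slide block was not run, as files and labels name no slide.

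With 2 arrays per group, changes simulated for siHDAC6 with IL-1 were called for 4% of 50 genes at the smallest change, 26% at 1.5-fold, 84% at 2-fold and 100% at 3-fold, and for the interaction for 0%, 8%, 40% and 94%. The simulation left 10982 of 11182 genes unchanged, whereas 902 were called for siHDAC6 with IL-1 in the data. With fewer changed genes the adjustment is stricter, so the shares for siHDAC6 with IL-1 can be too low for these data. Signals at background on unstimulated arrays limit what can be said of MMP13, MMP12 and IL6 without IL-1.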

Differences from the paper's values

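A value counted as different where the larger was over 1.5 times the smaller and, ranks aside, the gap exceeded a replicate SD. That SD was taken between the values from replicates 1 and from replicates 2, and was 5.48 points for the share and 90.5 for the repressed genes. The share of induced genes repressed, about 21% in the paper, was 27.0% here and 20.3% with the authors' log2 values. Both lay within these limits, 27.0% through the ratio alone. Induced genes not repressed were about 430 in Fig. 2C, read by eye, and 623 here. The paper counts about 110 IL-1-induced genes repressed over 1.5-fold by siHDAC6 in Fig. 2C, read by eye, and 231 were found here at the same thresholds. Of the alternatives set before the data were examined, no detection filter (193) gave a count within the limits through the SD alone. The authors' log2 values (91), quantile normalization without background correction (104) and an offset of 50 (128) gave counts within the limits for a difference. Median scaling (276), stricter detection (207), each probe on its own (356), the probe with the highest mean (240), trend and robust, the 4 arrays compared and the replicate block (231 each) and all leave-one-out fits (228 to 362) did not.

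The paper ranks MMP13 at 2 among the induced genes by their fall under siHDAC6, and it was at rank 1 here. The paper ranks IL6 at 1, and it was at rank 3 here, after MMP13 and SGSM1. The authors' log2 values and quantile normalization without background correction gave rank 2 for MMP13 and rank 1 for IL6, as the paper states, and every other alternative set before the data were examined gave rank 1 for MMP13 and ranks 2 to 5 for IL6. The log2 fold change of IL6 under siHDAC6 with IL-1 was -2.14 here and is the paper's -2.14 in Supplementary Dataset 1.

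The discussion places the dependence of MMP13 induction on HDAC6 after that of IL6. By the difference of the IL-1 responses MMP13 had -2.28 and IL6 -2.27 here, and -1.76 and -2.19 with the authors' log2 values, all read against unstimulated signals below detection. The repression of MMP1, IL6 and IL8 that the paper states has the same direction here (-1.33, -2.14 and -0.64 for CXCL8).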

Other observations

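In this part the values for single genes and lists are reported without an explanation, and the tests of shared arrays and of signal level were set beforehand.

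Without IL-1, RAB11FIP1, an effector in vesicle recycling, rose by 2.28 on the log2 scale with siHDAC6 (standard error 0.15, adjusted p = 6.9e-04, n = 2 per group), and TNFRSF11B, the decoy receptor osteoprotegerin, rose at least 2.66-fold from background (adjusted p = 0.0020). KCNJ6 (1.44), CCN1 (1.33), SLC46A3 (1.21) and CPED1 (1.17) rose as well. CRYGS, a crystallin, fell from 9.58 ± 0.09 (SD, n = 2) to 6.85, a fall of 6.65-fold (adjusted p = 6.8e-05), and PPT1, a lysosomal thioesterase, from 10.44 ± 0.05 to 8.59 ± 0.06 (adjusted p = 4.1e-04). BEX2 (-1.83), DYNC1I1, a dynein chain (-1.78), RFLNB (-1.75), YWHAE (-1.71), EOGT (-1.69) and RFPL1 (-1.65) also fell. Among the histone deacetylases HDAC2 was called lower beside HDAC6 (-0.55 and -1.34, adjusted p = 0.038 and 0.0020).

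The siHDAC6 effect with and without IL-1, from separate arrays, correlated across 11182 genes (r = 0.513, rho = 0.434). Of 494 genes lower with IL-1, 166 were also called lower without it and 1 higher, against 11.9 shared genes for independent lists, and of 408 higher genes 107 were called higher and 0 lower, against 6.68. INPP5A (1.65), MARCHF4 (1.63), DENND5B (1.61), CROT (1.50) and PDE1C (1.47) had the largest rises with IL-1 after RAB11FIP1 (1.96), and CLDN1, a tight junction protein, rose by 1.39. CRYGS (-2.33), MMD (-1.99), BEX2 (-1.91), FZD8 (-1.81) and TYMSOS (-1.77) were among the largest falls. The IL-1 response in siCon and siHDAC6 cells correlated with r = 0.866 over all genes and 0.944 over the 854 induced genes.

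TIMP3, an inhibitor of metalloproteinases, rose from 8.78 ± 0.07 to 9.83 ± 0.04 without IL-1 (adjusted p = 0.0025) and by 0.55 with IL-1, a call lost without any 1 of the 4 IL-1 arrays (adjusted p = 0.056 to 0.11). RECK rose by 0.69 and 0.85, and these were the 2 of 6 protease inhibitors called (2 adjusted over the list alone, camera adjusted p = 0.41 and 0.38). Of 18 fibrous matrix genes 3 rose without IL-1 (4 adjusted over the list alone), THBS1 (0.90), COL1A1 (0.85) and SPARC (0.50), and 4 with it (5 and 1 lower adjusted over the list alone), and the list had camera adjusted p = 0.052 and 0.26. Without IL-1, leaving out 1 array ended the call of COL1A1 in 3 fits (adjusted p = 0.054 to 0.077), of THBS1 in 2 (0.056 to 0.061), of RECK in 5 (0.052 to 0.15) and of SPARC in 6 (0.072 to 0.19). With IL-1 it ended the calls of RECK (0.057 and 0.060), THBS1 (0.052 and 0.075) and COL1A1 (0.057 and 0.086) in 2 fits each, of THBS2 in 7 (0.061 to 0.20) and of SPARC in 8 (0.067 to 0.18).

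Of 25 cell cycle genes 2 rose without IL-1 (5 adjusted over the list alone), UBE2C (0.55) and TOP2A (0.49), with camera adjusted p = 0.0034 and adjusted p = 0.22 with an estimated correlation, and 4 with IL-1 (8 adjusted over the list alone, camera adjusted p = 0.0077, and 0.11 with an estimated correlation), BIRC5, TOP2A, AURKB and KIF11, whose calls were lost in 7, 4, 3 and 8 of the 8 leave-one-out fits (adjusted p = 0.059 to 0.19). Of 12 cholesterol synthesis genes SC5D (0.59) rose without IL-1 (7 adjusted over the list alone, camera adjusted p = 4.1e-05, and 0.22 with an estimated correlation) and MVD (0.58) with it (4 higher and 1 lower adjusted over the list alone, 0.012 and 0.12). Without IL-1, TOP2A and SC5D lost their calls when any 1 of the 8 arrays was left out (adjusted p = 0.067 to 0.22 and 0.057 to 0.19), UBE2C in 6 of these fits (0.054 to 0.17), and with IL-1 MVD in 4 (0.059 to 0.13). Without IL-1 the metalloproteinases (1 lower, MMP10; 2 adjusted over the list alone) and the endoplasmic reticulum stress genes (1 lower, SDF2L1, at -0.65; 3 adjusted over the list alone) passed camera as well, at adjusted p = 0.011 and 0.026, and had 0.35 and 0.34 with an estimated correlation. SDF2L1 lost its call in 6 leave-one-out fits (0.051 to 0.15).

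With siHDAC6 and IL-1, 3 of 26 AP-1 and MAPK early response genes fell (7 lower and 1 higher adjusted over the list alone), DUSP6 (-0.84), PHLDA1 (-0.84) and ATF3 (-0.81), with camera adjusted p = 0.013 and 0.12 with an estimated correlation. TAP2 (-0.56) fell among 13 genes of the immunoproteasome and antigen presentation (3 adjusted over the list alone, 0.0025 and 0.097). ADM (-0.68), BNIP3 (-0.44) and PGK1 (-0.40) fell among 18 HIF targets (5 adjusted over the list alone, 0.0077 and 0.17), CSF1R (-0.99), LYZ (-0.92) and CD68 (-0.72) among 6 leukocyte markers (3 adjusted over the list alone, 0.0025 and 0.21), and CTSL (-0.82) among 25 lysosomal genes (1 adjusted over the list alone, 0.043 and 0.21). Of these CSF1R alone kept its call in every leave-one-out fit, and BNIP3 and PGK1 lost theirs without any 1 of the 8 arrays (0.062 to 0.18).

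The lists that did not pass camera with siHDAC6 and IL-1 had few called members. PLAT (-1.48), which encodes tissue plasminogen activator, and CTSS (-0.57) fell among 9 aggrecanases and other matrix proteases (1 higher and 3 lower adjusted over the list alone), and HMOX1 (-0.83) and TXNRD1 (-0.47) among 13 NRF2 targets and peroxiredoxins. TUBA4A (1.00), TUBE1 (0.95) and TUBB (0.42) rose among 23 tubulins and microtubule regulators (3 higher and 1 lower adjusted over the list alone), and DICER1 (0.56) and TNRC6A (0.54) among 12 genes of small RNA silencing. HAPLN1 (0.72) rose and LUM (-0.49) fell among 14 cartilage matrix and chondrocyte genes (3 and 4 adjusted over the list alone), ZMAT3 (0.44, but -0.0080 with each probe on its own and with the probe of the highest mean) was called higher and GDF15 (-0.89) fell among 16 p53 targets (2 and 2), and HSPB1 (0.54) rose and HSPA1B (-0.44) fell among 23 heat shock genes. CCN4 (-0.53) fell among 8 Wnt targets (2 adjusted over the list alone), WIPI1 (-0.43) among 25 autophagy genes (0 adjusted over the list alone), PGK1 among 11 housekeeping genes and HDAC6 among 16 histone deacetylases, and none of 30 proteasome subunits, 2 endothelial markers (1 lower adjusted over the list alone) or 1 epithelial marker was called by limma. Of these genes PLAT, GDF15 and HDAC6 kept their calls in every leave-one-out fit, and the other genes lost theirs without at least 1 array (adjusted p = 0.051 to 0.18).

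With IL-1 in siCon cells CCL8 rose 229-fold and CCL3 at least 102-fold, and RGCC (-2.63), REEP1 (-2.10) and PDK4 (-2.09) had the largest falls. Of 18 chemokines 16 rose (camera adjusted p = 7.5e-25), of 21 cytokines 16 (1.0e-17) and of 13 genes of the immunoproteasome and antigen presentation 11 (8.0e-14), and with an estimated correlation these had 0.012, 0.0070 and 0.0074. For the interaction 3 of 18 chemokines (10 adjusted over the list alone), 3 of 21 cytokines (9) and 1 of 38 interferon-stimulated genes (14) had a smaller response, with camera adjusted p = 1.4e-12, 2.7e-09 and 1.3e-15, and 0.070, 0.068 and 0.070 with an estimated correlation. The 854 induced genes had a median difference of -0.37, against 0.03 for the 9659 genes neither induced nor lowered over 1.5-fold. Lists of mostly induced genes can therefore pass camera through induction alone. Of the members called over all genes, CCL3L1, CCL3L3, IL6, IL1RN and IL1B were detected on 0 of the 4 unstimulated arrays. CXCL10 was detected on 1 of these and OASL on 2.

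IL-1-induced genes fell with siHDAC6 more often than other genes, and the siCon + IL-1 arrays shared by both comparisons, or the signal level of the induced genes, could produce such a difference. With induction and fall taken from separate siCon + IL-1 arrays, 25.1% of the induced genes fell (4.30% of the others) one way round and 21.4% (2.71%) the other, which argues against the shared arrays as the whole cause. Genes that were not induced, weighted to the signal levels of the induced genes, fell in 2.57%, against 27.0%, which argues against the level. An effect of the siRNA on genes other than HDAC6 stays open for the induced genes as a set, though the paper reports repression with an alternative siRNA of MMP1 and MMP13 (Fig. 1C) and, in primary chondrocytes, of MMP13, IL6 and IL8 (Fig. 4A,B).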
